# Nitric oxide–an antidote to seed aging modifies *meta*-tyrosine content and expression of aging-linked genes in apple embryos

**DOI:** 10.3389/fpls.2022.929245

**Published:** 2022-08-30

**Authors:** Katarzyna Ciacka, Marcin Tyminski, Agnieszka Wal, Agnieszka Gniazdowska, Urszula Krasuska

**Keywords:** apple seeds, Hsp, Lea, ROS, Saur, Tor, artificial aging

## Abstract

Short-term (3 h) treatment of embryos isolated from accelerated aged apple seeds (*Malus domestica* Borkh.) with nitric oxide (NO) partially reduced the effects of aging. The study aimed to investigate the impact of the short-term NO treatment of embryos isolated from apple seeds subjected to accelerated aging on the expression of genes potentially linked to the regulation of seed aging. Apple seeds were artificially aged for 7, 14, or 21 days. Then, the embryos were isolated from the seeds, treated with NO, and cultured for 48 h. Progression of seed aging was associated with the decreased transcript levels of most of the analyzed genes (*Lea1*, *Lea2a*, *Lea4*, *Hsp70b*, *Hsp20a*, *Hsp20b*, *ClpB1*, *ClpB4*, *Cpn60a*, *Cpn60b*, *Raptor*, and *Saur*). The role of NO in the mitigation of seed aging depended on the duration of the aging. After 7 and 14 days of seed aging, a decreased expression of genes potentially associated with the promotion of aging (*Tor*, *Raptor*, *Saur*) was noted. NO-dependent regulation of seed aging was associated with the stimulation of the expression of genes encoding chaperones and proteins involved in the repair of damaged proteins. After NO application, the greatest upregulation of *ClpB*, *Pimt* was noted in the embryos isolated from seeds subjected to 7-day long accelerated aging, *Hsp70b*, *Hsp70c*, and *Cpn* in the embryos of seeds aged for 14 days, and *Lea2a* in the embryos of seeds after 21 days of aging. We also demonstrated the increased *meta*-tyrosine concentration depending or in respect the progression of artificial aging, and the NO-induced increased phenylalanine content in seeds artificially aged for 21 days. In the NO-treated embryos of seeds aged for 7 and 21 days, the level of tyrosine was almost doubled compared to the aged tissue. Our data confirmed the usage of *meta*-tyrosine as a marker of seed aging and indicated that the increased *meta*-tyrosine/tyrosine ratio could be related to the loss of seed viability.

## Introduction

Seed aging is a natural process of great impact from an ecological, agronomical, and economical point of view, thus understanding its regulation is still of great interest and importance. The beneficial effect of NO on the maintenance of seed vigor during aging was recently reviewed by Ciacka et al. (2020). The application of NO or its donors before implementation of the aging protocol for elm (*Ulmus pumila* L.) seeds activated the protection mechanisms that prevented the reduction of vigor in aged seeds (He et al., 2018). NO treatment of oat (*Avena sativa* L.) seeds after accelerated aging also improved their quality (Mao et al., 2018).

Apple (*Malus domestica* Borkh.) seeds belong to the *orthodox* type, and seeds of this type are rather insensitive to environmental factors, and, generally, age slowly. Apple seeds are characterized by a deep embryonic dormancy, which is removed by 3 months-long cold stratifications (4–5°C) (Lewak, 2011). This process is accompanied by an increased emission of NO from the embryonic axes (Dȩbska et al., 2013), and in a laboratory may be replaced by a short-term (3 h) fumigation of isolated embryos with NO (Gniazdowska et al., 2010). Embryos isolated from cold stratified apple seeds germinate fast and developing seedlings are of typical features (Lewak, 2011; Dȩbska et al., 2013). In contrast, warm stratification of apple seeds (25°C) did not lead to dormancy removal. The NO emission from the axes of warm stratified seeds was lower in comparison to the NO emission from the axes isolated from cold stratified seeds (Dȩbska et al., 2013). Conditions of warm stratification are similar to those described in accelerated aging protocols. Our previously published data have shown that keeping dormant apple seeds in wet sand at 33°C for 14 and 21 days may be successfully used to achieve material for studies of seed artificial aging (Ciacka et al., 2022). We have proven that NO may be regarded as a remedy against oxidative damages in the apple seeds undergoing accelerated aging (Ciacka et al., 2022).

Oxidative damages due to a cellular redox imbalance are at the center of the free radical theory of aging (Corbineau, 2012; Kurek et al., 2019), thus, a balanced reactive oxygen species (ROS) metabolism is crucial for the preservation of seed vigor. In the embryos of aged apple seeds, a stimulation of the total antioxidant capacity after NO fumigation was demonstrated. It was accompanied by increased transcript levels of genes encoding enzymatic antioxidants, resulting in the protection of the embryonic tissue against overaccumulation of ROS (Ciacka et al., 2022). In addition, we have analyzed in detail many aspects of ROS action in seeds during artificial aging and its changes in response to NO treatment (Ciacka et al., 2022). Thus, in the current research, we have decided to measure the content of *meta*-tyrosine (*m*-Tyr), the structural Tyr isomer, which is a product of the oxidation of phenylalanine (Phe). It may serve as a marker of oxidative stress (Ipson and Fisher, 2016; Tyminski et al., 2021 and references therein). One of the toxic actions of *m*-Tyr in plants is its impact on ROS and reactive nitrogen species (RNS) metabolism (Krasuska et al., 2017; Andrzejczak et al., 2018). The higher concentration of *m*-Tyr is typical for patients suffering from neurodegenerative diseases and diseases associated with oxidative stress and/or aging (Tyminski et al., 2021 and references therein). Consequently, we suspect that the prolonged artificial aging of apple seeds could result in the accumulation of *m*-Tyr in the embryonic axes, and this effect could be altered by the treatment with NO.

Seed quality and viability may be estimated by the analysis of the expression of genes encoding proteins belonging to Heat shock proteins (Hsp) and Late embryogenesis abundant proteins (Lea) (Smolikova et al., 2021). Higher levels of Hsp seem to be necessary for the extension of the seed’s life span and the improvement of seedlings’ resistance to a variety of stresses (Kaur et al., 2015; Thakur, 2020). Hsp is a molecular chaperone, involved in protein folding and stability maintenance, as well as in protein protection against oxidative damage (Job et al., 2005). Arabidopsis seeds with an enhanced accumulation of Hsp were characterized by an improved tolerance to aging (Prieto-Dapena et al., 2006). The casein lytic proteinase/heat shock proteins 100 (Clp/Hsp100) are chaperones that may alter the formation of protein aggregates in an ATP-depending manner (Lee et al., 2006). Remodeling properties of Clp are related to the changes in the activity of protein complexes, unfolding protein for its degradation, or facilitating the refolding of protein aggregates. In plants, one of the best-studied proteins from this family is cytosolic ClpB. The ClpB/Hsp100 expression is regulated by heat stress and developmental signals (Lee et al., 2006). Rice (*Oryza sativa* L.), wheat (*Triticum aestivum* L.), maize (*Zea mays* L.), and Chinese mustard [*Brassica juncea* L.(Czern.)] seeds constitutively accumulate high levels of ClpB (Mishra and Grover, 2016).

Chaperonins (Cpn, known also as Hsp60) regulate protein folding, assembly, and translocation (Ishikawa et al., 2003). Hsp60 proteins interact with histidine kinase and participate in phytohormonal signaling and resistance to stresses (Nagaraju et al., 2021 and references therein).

Lea proteins are known as the key elements in sustaining seed viability (Smolikova et al., 2021 and references therein). A decreased content of Lea2 proteins was noticed as beech (*Fagus sylvatica* L.) seeds storage was prolonged (Kalemba and Pukacka, 2008). After 8 years of seed storage, a 2-fold decrease in the content of Lea2 in embryonic axes, in comparison to that in seeds stored for only 1 year, was observed. In contrast, the content of Lea in beech seeds increased during seed maturation in correlation to tissue dehydration (Kalemba and Pukacka, 2014). Lea is stable in a wide range of temperatures. During seed dehydration, these proteins act as chaperons, stabilizing the structure of other proteins and cell membranes, in case of protein damages that promote their refolding (Smolikova et al., 2021 and references therein).

Natural or accelerated aging of organisms or organs, e.g., seeds result in a conversion of L-aspartyl or asparaginyl residues to abnormal isoaspartyl (isoAsp) residues (Mudgett et al., 1997; Sano et al., 2016), and lead to the loss of proteins’ function. L-Isoaspartyl *O*-methyltransferase (Pimt) repairs these abnormal residues. The overexpression of genes encoding Pimt led to the decrease in isoAsp residue accumulation in seed proteins and increased seed longevity, while the decreased Pimt level resulted in the loss of seed viability (Ogeì et al., 2008; Rajjou and Debeaujon, 2008 and references therein; Verma et al., 2013). Thus, Pimt-mediated protein repair is important for the regulation of seeds’ lifespan.

The target of rapamycin–Tor is an evolutionary conserved Ser/Thr protein kinase playing the important role in the control of cell proliferation and growth in Eukaryotes (Xiong and Sheen, 2014; Kravchenko et al., 2015). In plants, Tor signaling is engaged in the regulation of embryogenesis, meristem activation, root development and growth, flowering, and lifespan determination. Its action in seeds is under the control of phytohormones involved in the regulation of seed germination (Salem et al., 2017; Salem and Giavalisco, 2019). In plants, Tor interacts with two proteins: regulatory associated partner of Tor (Raptor) and lethal with sec-thirteen protein 8 (Lst8), forming the TorC1 (Moreau et al., 2012; Kravchenko et al., 2015; Salem et al., 2017; Salem and Giavalisco, 2019). Tor is suggested to control ribosomal biogenesis, polysome accumulation, and various protein translational processes, as well as rRNA transcription (Ben-Shem et al., 2011; Xiong and Sheen, 2014), especially important during prolonged seed imbibition, and early seedling growth. In addition, in seeds, TOR regulates β-oxidation of stored lipids and oils (Xiong et al., 2013; Xiong and Sheen, 2014).

Small auxin-up RNA (*Saur*) is the largest family of early auxin-responsive genes in higher plants. In Arabidopsis, its number is above 80 (Zhang et al., 2021). *Saur* genes have been shown to play roles in diverse processes of plant growth, development, and stress responses (high temperature, drought, or salt). Overexpression of *AtSaur49* was linked to the promotion of leaf senescence (Zhang et al., 2021 and references therein).

As indicated by many authors, seed aging is accompanied by changes in the content of proteins mentioned above (Rajjou et al., 2008). These proteins are regarded as markers of seed longevity, because they are involved in protein folding, stabilizing, and repairing protein structure (Lea, Hsp, Pimt), and are potentially related to autophagy regulation (Tor, Raptor, and Saur). Thus, the expression of genes: *Lea*, *Hsp*, *Pimt*, *Tor*, *Raptor*, and *Saur* were at the center of our interest related to NO-dependent restoration of apple seeds viability after 7 to 21 days of accelerated aging. Furthermore, we analyzed the content of *m*-Tyr, its proteinogenic analog—Phe, and the total concentration of its structural isomer—Tyr. Determination of *m*-Tyr in the apple embryos may confirm the universal harmfulness of this non-proteinogenic amino acid in Eukaryotes correlated to the destabilization of ROS metabolism during aging.

## Materials and methods

### Plant material

As a biological material apple (*Malus domestica* Borkh. cv. Antonówka) seeds subjected to the accelerated aging protocol according to Ciacka et al. (2022) were used. The ripened apple fruits were obtained from the WIKPOL fruit producer (Da̧browa, Poland). Seeds after isolation from apple fruits were dried and stored in dark glass containers at 5°C to preserve dormancy.

Dry apple seeds (100 seeds) were placed in a Petri dish (Ø 15 cm) filled with 300 g of sterile quartz sand (sand volume 180 ml), and moistured with 110 ml of sterile, distilled water. Accelerated aging was performed at 33°C (in Nahita incubator, 636 Plus) for 7, 14, and 21 days in 4 independent replications (each replication consisted of 8–10 Petri dishes). After aging, seeds were removed from the sand, rinsed with water, and the embryos were isolated. The embryos, treated with NO, were shortly fumigated with vapors of a solution of acidified nitrite [14.5 mM NaNO_2_ (Chempur 117926907), 0.2 M HCl] for exactly 3 h as described by Ciacka et al. (2022). After NO fumigation, the embryos were rinsed in distilled water. The non-treated embryos (the control, embryos isolated from seeds only subjected to accelerated aging) and the embryos isolated from seeds subjected to aging and shortly treated with NO (NO treatment) were placed in glass Petri dishes on filter paper moistened with distilled water for 48 h in a growth chamber (Sanyo MLR-35OH) in 25/20°C day/night, 12/12 h photoperiod, and with the light intensity of 100 μmol PAR m^–2^ s^–1^. After 48 h of the culture, the embryonic axes (50 embryonic axes corresponding to approximately 50 mg FW per sample) were isolated and used for experiments.

The experimental model was presented in Ciacka et al. (2022).

### Determination of amino acids concentration

Determination of Tyr, Phe, and *m-*Tyr concentration in the embryonic axes isolated from the embryos of aged apple seeds (the control) and the embryos treated with NO (NO treatment) after isolation from seeds subjected to accelerated aging was performed as described by Du et al. (2004) with modifications. The experiment was conducted with HPLC-grade chemicals. For samples derivatization, 1 mM of the 6-aminoquinolyl-hydroxysuccinimidyl carbamate (AQC) (Cayman Chemical 30877) dissolved in acetonitrile (HPLC grade, Poch 102644151) was used.

The embryonic axes (50 mg) were homogenized in 100% methanol (HPLC grade, Poch 621995156) (0.5 mL) with the addition of 2 μl of the internal standard 0.1 mM 5-methyl-DL-tryptophan (Sigma M0534). Homogenized samples were vigorously mixed and centrifuged at 20,000 *g* for 10 min at room temperature. Supernatants were collected and dried under vacuum (Eppendorf concentrator plus) to remove methanol. The obtained samples were dissolved in 100 μl of acetonitrile (HPLC grade).

Before separation, 20 μl of samples were mixed well with 70 μl of 0.2 M borate buffer pH 8.8 (sodium tetraborate, Sigma B9876; boric acid, Sigma 31146) and 10 μl of 1 mM AQC, and incubated for 10 min at 55°C in darkness.

After derivatization, 20 μl of the sample was injected onto the Bionacom Velocity LPH C18 column (4.6 × 150; 3 mm) that was held in a thermostat set at 30°C. For peak detection, the FP-2020/2025 Intelligent Fluorescence Detector (JASCO) was used (E_x_ 250 nm, E_m_ 395 nm). The mobile phase flow rate was set at 1 ml min^–1^. As mobile phase A, 0.15 M acetate buffer pH 6.15 (sodium acetate, Chempur 118056403; acetic acid, Poch BA8760114) with 0.033% (v/v) triethylamine (TEA, Sigma T0886) was used. Acetonitrile was used as mobile phase B.

The following gradient program was used for samples separation: 0–10 min 84–80% A, 10–21 min 80–70% A, 21–25 min 70–60% A, 25–27 min 60–50% A, 27–30 min 50–20% A, 30–31 min 20–10% A, 31–32 min 10–30% A, 32–35 min 30–60% A, and 37–37 min 60–84% A.

As standards, L-Tyr (J&K 185061), L-Phe (Sigma P17008), and *m*-Tyr (J&K 263747) were used. Standard amino acids were mixed with 0.2 M borate buffer pH 8.8, derivatized with 1 mM AQC, and separated under the conditions described above.

The analysis was performed using three biological repetitions, in three technical replications. The concentration of amino acids was presented as pmol g^–1^ FW.

### Analysis of genes expression

Total RNA was isolated from approximately 50 mg of embryonic axes, using RNAzol^®^ RT, according to Andryka-Dudek et al. (2019). After treatment with DNAse I (Thermo Scientific EN0523), total RNA (200 ng) was used for cDNA synthesis. The cDNA was obtained using the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific #K1622) in a total volume of 10 μl. The finished product was diluted 3.5 times. A qPCR was carried out in a Bio-Rad CFX Connect™ Real-Time PCR Detection System. The iTaq™ universal SYBR^®^ Green supermix (Bio-Rad #172–5124) was used for the reaction in a total volume of 12 μl (6 μl PCR supermix, 1 μl cDNA, 1 μl primer, and 4 μl sterile H_2_O). Specific primers were designed based on nucleotide sequences available in the National Center for Biotechnological Information (NCBI) and the Genome Database for Rosaceae^1^ (Supplementary Table 1). As an effect of using the BLASTP algorithm (NCBI), the sequences of the encoded proteins were aligned with Arabidopsis proteins. The name of the corresponding protein in Arabidopsis and the reference number in the Uniprot database can be found in Supplementary Table 1.

The expression levels were normalized using two reference genes and calculated using the method described by Vandesompele et al. (2002) and Hellemans et al. (2007). The experiments were done in three biological replicates, in three technical repetitions.

### Statistics

The data were analyzed using the Statistica13 Software. All data were obtained from at least three independent experiments with at least three repetitions each and presented as mean values ± SD. For gene expression analysis, the significant differences were evaluated using Student’s *t*-test (Figures 2–6), or after one-way ANOVA, homogenous groups were evaluated using Tukey’s test (Supplementary Figure 2). For the results of *m*-Tyr, Phe, and Tyr content and *m*-Tyr-Tyr ratio Figure 1, two-way ANOVA was used to determine the statistically significant differences between the means. The homogeneous groups were obtained by Duncan’s test. In the supplement, the results of the content of amino acids in the axes of embryos after NO treatment expressed as a percentage of the control (the embryos of aged seeds) were analyzed using Student’s *t*-test (Supplementary Figure 1).

**FIGURE 1:**
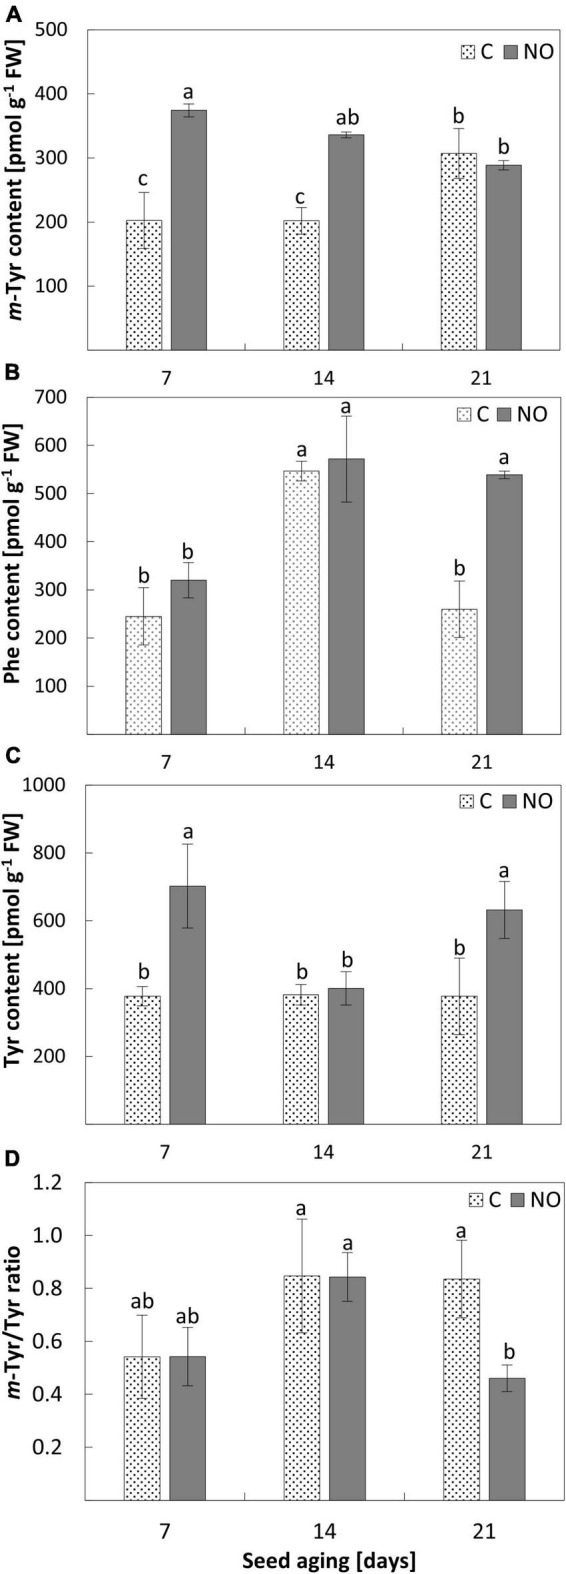
The content of *m*-Tyr **(A)**, Phe **(B)**, Tyr **(C)**, and the *m*-Tyr/Tyr ratio **(D)** in the axes of apple seeds subjected to accelerated aging for 7, 14, and 21 days (C) and in the axes of apple embryos fumigated with NO after seeds accelerated aging (NO). Values are average ± SD of 3 independent repetitions. Letters indicate the significant differences determined by Duncan’s test (*P* < 0.05).

**FIGURE 2:**
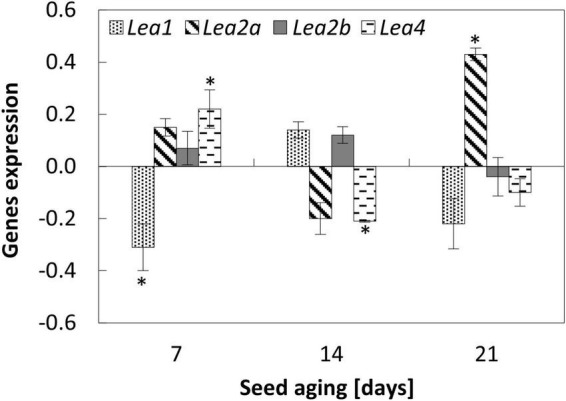
NO-dependent changes in the expression of *Lea1*, *Lea2a*, *Lea2b*, and *Lea4* in the embryonic axes of apple seeds subjected to accelerated aging for 7, 14, and 21 days. Values are average ± SD of 3 repetitions. Asterisks indicate significant differences between the treated sample compared to the control sample, obtained by the Student’s *t-*test (*P* < 0.05).

**FIGURE 3:**
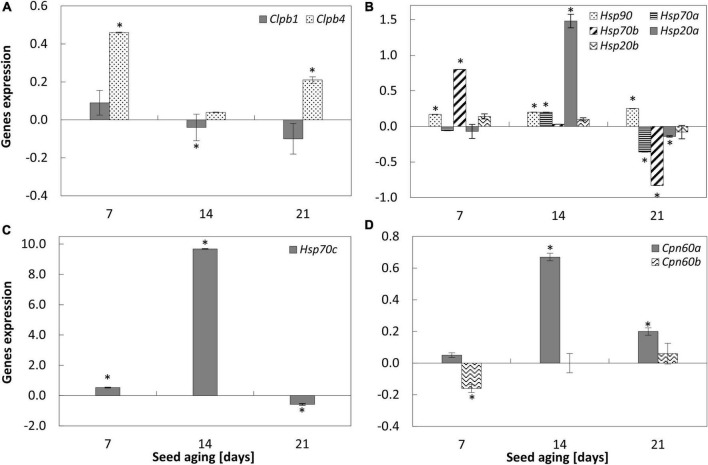
NO-induced modifications in the expression of *ClpB1* and *ClpB4* **(A)**, *Hsp90*, *Hsp70a*, *Hsp70b*, *Hsp20a*, *Hsp20b* **(B)**, *Hsp70c* **(C)**, *Cpn60a* and *Cpn60b* **(D)** in the embryonic axes of apple seeds subjected to accelerated aging for 7, 14, and 21 days. Values are average ± SD of 3 repetitions. Asterisks indicate significant differences between the treated sample compared to the control sample, obtained by the Student’s *t*-test (*P* < 0.05).

**FIGURE 4:**
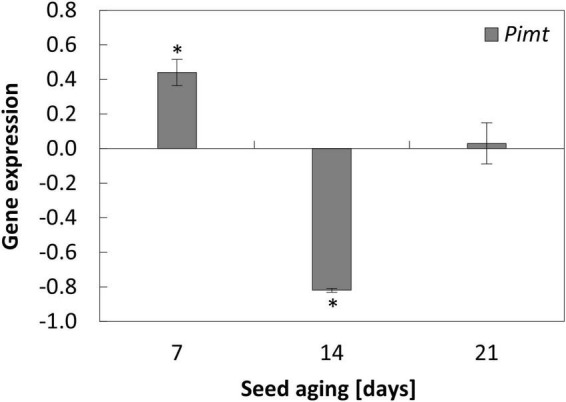
NO-dependent alterations in the expression of *Pimt* in the embryonic axes of apple seeds subjected to accelerated aging for 7, 14, and 21 days. Values are average ± SD of 3 repetitions. Asterisks indicate significant differences between the treated sample compared to the control sample, obtained by the Student’s *t*-test (*P* < 0.05).

**FIGURE 5:**
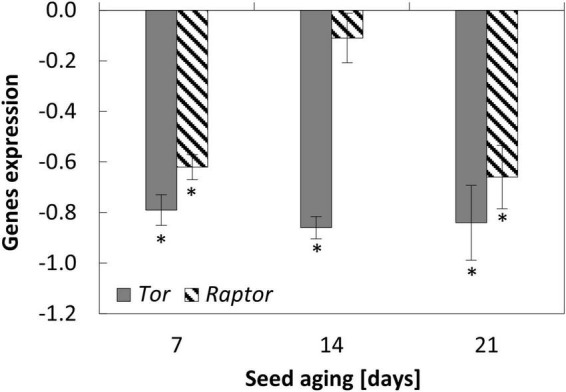
NO-dependent alterations in the expression of *Tor* and *Raptor* in the embryonic axes of apple seeds subjected to accelerated aging for 7, 14, and 21 days. Values are average ± SD of 3 repetitions. Asterisks indicate significant differences between the treated sample compared to the control sample, obtained by the Student’s *t*-test (*P* < 0.05).

**FIGURE 6:**
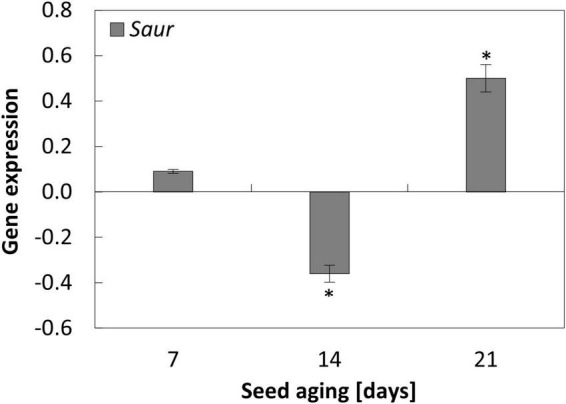
NO-dependent changes in the expression of *Saur* in the embryonic axes of apple seeds subjected to accelerated aging for 7, 14, and 21 days. Values are average ± SD of 3 repetitions. Asterisks indicate significant differences between the treated sample compared to the control sample, obtained by the Student’s *t*-test (*P* < 0.05).

## Results

### Seed aging increased the *m*-Tyr level in the embryonic axes and nitric oxide modified the content of *m-*Tyr, Phe, Tyr, and *m-*Tyr/Tyr ratios in the embryonic axes of aged seeds

After 7 days of apple seeds’ accelerated aging, the *m*-Tyr concentration was approximately 200 pmol g^–1^ FW in the embryonic axes and did not change as aging lasted until 14 days. Treatment of these embryos (after seeds aging for 7 and 14 days) with NO resulted in an increase in the level of *m*-Tyr by 85 and 65%, respectively. Prolongation of seeds aging (until 21 days) increased the content of *m*-Tyr by approximately 50% compared to 7 and 14 days aged seeds. Fumigation of the embryos isolated from 21 days aged seeds with NO did not change the *m*-Tyr level in the axes (Figure 1A).

After 7 days of seed aging, the content of Phe was around 300 pmol g^–1^ FW, regardless of NO application (Figure 1B). The level of this amino acid increased by 80% in the axes of apple seeds subjected to accelerated aging for 14 days and the value of this parameter did not change after the embryos’ treatment with NO. After 21 days of seed aging, the content of Phe was similar to that observed in the embryonic axes of seeds aged for the shortest period (7 days). Fumigation of these embryos with NO increased the content of Phe in the axes more than twice, to the level observed in the axes of seeds aged for 14 days (Figure 1B).

The total content of Tyr in the embryonic axes of aged seeds remained constant irrespectively of the duration of aging (Figure 1C). NO application increased the level of this amino acid in seeds aged for the shortest (7 days) and the longest (21 days) period by approximately 85 and 65%, respectively. In the axes of embryos isolated from seeds aged for 14 days, fumigation with NO did not influence Tyr content (Figure 1B).

The highest value of the *m*-Tyr/Tyr ratio was characteristic for the axes of embryos isolated from seeds aged for 14 days (regardless of the embryos’ treatment with NO) and 21 days (non-treated with NO) (Figure 1D). The embryonic axes of seeds aged for 7 days differed in the mean value of the ratio in comparison to the tissue aged for 14 and 21 days, but this difference was not statistically significant. NO fumigation did not change the value of the *m*-Tyr/Tyr ratio in the axes of embryos of seeds aged for a week or two. While, after 21 days of seeds aging, NO application resulted in a 2-fold decrease in the value of the *m*-Tyr/Tyr ratio compared to the control (Figure 1D).

### Nitric oxide modified the expression of *Lea* in the embryonic axes of aged seeds

Accelerated aging of apple seeds resulted in the decreased transcript levels of *Lea1*, *Lea2a*, and *Lea4* in the embryonic axes. 

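Transcript levels were measured by RT-qPCR in the embryonic axes of seeds aged at 33°C for 7, 14 or 21 days. The isolated embryos were either fumigated with NO for 3 h or left untreated (control) and then cultured for 48 h. Each of the 6 groups had 3 biological replicates, which gives 18 samples. The authors deposited the quantification cycle (Cq) of 18 target genes and of the reference genes Sar1 and Pdi, where a higher cycle means less template, and the values ran from 19.8 to about 31 cycles. They also deposited relative expression, a ratio normalized to the reference genes and set to about 1 in the control of the same aging time. NO-treated and control axes were compared on log2 of this relative expression with limma over all samples, and p-values were adjusted by the Benjamini-Hochberg method over the 18 target genes. Because each day's control is set to about 1, levels across aging times were re-derived from the cycles, with Sar1 and Pdi averaged and 1 doubling per cycle, and set to 1 in the 7-day control. For the control axes a further set of deposited values is set to about 1 at 7 days, and these are given beside the re-derived levels. Both were examined before the re-derived levels were taken as the leading values. The mean cycle of Sar1 and Pdi was 23.5 ± 0.135 (SD, n = 3) in control axes at 7 days, 24.2 ± 0.0876 at 14 days and 24.0 ± 0.0328 at 21 days. The change between days in the deposited 7-day-scaled values differed from the change in target cycles without any reference gene by a median of 0.0136 on the log2 scale, and from the reference-normalized change by a median of 0.535. The relative expression of 8 genes followed the deposited cycles of Sar1 and Pdi, with a root mean square difference of at most 0.0284 on the log2 scale. For Tor, Raptor, Lea1, Lea2a, Lea2b, Lea4, Hsp90, Cpn60a and Cpn60b, that difference was at least 0.214, and for Hsp70b it was 1.09. For the first 9, levels re-derived across days use cycles of Sar1 and Pdi that do not reproduce their deposited normalization. In the NO comparisons, re-derivation shifts these 9 by nearly 1 amount per sample (SD between genes 0.0208, log2). Their turned directions or changed calls are thus not separate results. In the 7-day controls the relative expression of Hsp70b differs from its 7-day-scaled values, while every other gene holds equal values in both. The number of replicates limits the precision of all values.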

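Lea proteins protect cell structures during desiccation. After 21 days of aging, 3 of the 4 Lea genes were lower in control axes than after 7 days and 1 was higher, and the same counts were reached when adjusted over the list alone. With other normalizers the numbers higher and lower were 0 and 3 with Sar1 alone, 1 and 2 with Pdi alone, 0 and 3 without a reference gene and 1 and 2 when centred on the 18 genes. Lea1 fell to 0.295 ± 0.0633 (SD, n = 3) of its 7-day level (log2 fold change -1.71, standard error 0.24, adjusted p = 4.0e-07 from limma). The level of Lea4 was 0.461 ± 0.0113 (SD, n = 3) at 21 days (log2 fold change -1.11, standard error 0.14, adjusted p = 1.6e-07 from limma), and that of Lea2a was 0.694 ± 0.00591 (SD, n = 3) (log2 fold change -0.50, standard error 0.17, adjusted p = 0.00836 from limma). After 14 days none of these 3 genes was lower in this fit, while without a reference gene all 3 were called lower. Lea1 stood at 0.883 ± 0.21 (SD, n = 3) with an adjusted p of 0.627, Lea4 at 1.2 ± 0.152 (SD, n = 3) with an adjusted p of 0.0965, and Lea2a was higher, at 1.33 ± 0.375 (SD, n = 3) (log2 fold change 0.40, standard error 0.17, adjusted p = 0.0368 from limma). In the deposited 7-day-scaled values the 14-day log2 changes were -0.77 (adjusted p = 0.00289) for Lea1, -0.44 (adjusted p = 0.00278) for Lea4 and -0.34 (adjusted p = 0.0892) for Lea2a, so that the direction for Lea2a and Lea4 turns between the 2 scales. When adjusted over the list alone, none of the 4 was called at 14 days. The 14-day call of Lea2a was lost without control replicate 2 of 7 days (adjusted p = 0.237) or control replicate 3 of 14 days (adjusted p = 0.337), and its 21-day call without control replicate 1 of 7 days (adjusted p = 0.0597). Lea2a at 14 days lost its call without moderation, with Sar1 alone, with the paper's own test across days, with the methods' test of 2 groups and with an equal-variance test of each gene on log2 values and turned its direction without a reference gene (-0.33) on the log2 scale. Lea2a at 21 days lost its call with Pdi alone, when centred on the 18 genes, with the paper's own test across days, with the methods' test of 2 groups and with an equal-variance test of each gene on log2 values. Lea4 at 14 days was called higher on linear values, with Pdi alone and when centred on the 18 genes and called lower without a reference gene.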

Only for the transcript level of *Lea2b* fluctuations with the minimum on the 14th day of aging was noticed (Supplementary Figure 2).

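The control level of Lea2b was 1.02 ± 0.123 (SD, n = 3) at 14 days (log2 fold change 0.039, standard error 0.14, adjusted p = 0.786 from limma) and 1.46 ± 0.0595 (SD, n = 3) at 21 days (log2 fold change 0.56, standard error 0.14, adjusted p = 0.00103 from limma), so it was higher after 21 than after 14 days (log2 fold change 0.52, standard error 0.14, adjusted p = 0.00175 from limma). On the deposited 7-day scale Lea2b stood at 0.632 ± 0.0887 (SD, n = 3) at 14 days, a log2 change of -0.67 (adjusted p = 4.3e-05) from 7 days, and at 1.04 ± 0.13 at 21 days, a log2 change of 0.053 (adjusted p = 0.677). The rise from 14 to 21 days passed the test on this scale as well, with a log2 change of 0.72 (adjusted p = 1.4e-05). Lea2b at 21 against 7 days lost its call with Sar1 alone and without a reference gene. Lea2b at 21 against 14 days lost its call with Sar1 alone. Lea2b at 14 against 7 days was called higher when centred on the 18 genes and called lower without a reference gene.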

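In axes of seeds aged for 7 days, the relative expression of Lea4 was 1.19 ± 0.0759 (SD, n = 3) with NO and 1.00 ± 0.0454 (SD, n = 3) in the control. All 3 NO-treated samples lay above all controls (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow), but the difference did not pass the threshold over the 18 genes (log2 fold change 0.25, standard error 0.12, adjusted p = 0.144 from limma). Re-derived from the cycles with Sar1 and Pdi, Lea4 had a log2 fold change of -0.037 with an adjusted p of 0.801, which turns its direction. The 9 genes with the different normalizer all shifted down alike at 7 days, for example Tor from -1.71 to -2.04 and Hsp90 from 0.082 to -0.21. The turn is thus not a separate result for Lea4. Lea4 at 7 days was called higher with the methods' own unadjusted test and with an unadjusted equal-variance test of each gene on log2 values.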

After 7 days of accelerated aging, the embryos’ fumigation with NO increased the expression of gene encoding Lea4 (Figure 2). 

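For Lea1 at 7 days the relative expression was 0.784 ± 0.0881 (SD, n = 3) with NO and 1.01 ± 0.21 (SD, n = 3) in the control (log2 fold change -0.36, standard error 0.22, adjusted p = 0.167 from limma). Levels re-derived from the cycles gave a log2 fold change of -0.70 with an adjusted p of 0.0147, which passes the threshold with the downward shift that the 9 genes share. Neither Lea2a (log2 fold change 0.34, standard error 0.18, adjusted p = 0.154 from limma) nor Lea2b (log2 fold change 0.092, standard error 0.12, adjusted p = 0.467 from limma) passed it, and re-derived from the cycles Lea2b turned to -0.20 on the log2 scale. Fitted over all samples on relative expression, limma called none of the 4 Lea genes at this time, over the 18 genes, adjusted over the list alone or at an unadjusted p under 0.05. Under the alternatives Lea1 was called lower with the samples of the compared groups only, with Sar1 alone, with Pdi alone and when centred on the 18 genes, Lea2a was called higher with the samples of the compared groups only, and Lea4 was called higher with the methods' own unadjusted test and with an unadjusted equal-variance test of each gene on log2 values.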

In the axes of these embryos, the decrease in *Lea1* and no changes in *Lea2a* and *Lea2b* expression levels were noticed. 

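At 14 days of aging, 2 of the 4 Lea genes were lower with NO and none was higher, also when adjusted over the list alone. Lea4 fell from 1.00 ± 0.00496 (SD, n = 3) to 0.795 ± 0.0844 (SD, n = 3) (log2 fold change -0.34, standard error 0.12, adjusted p = 0.0286 from limma), and its 3 NO-treated samples all lay below the controls. Lea2a fell from 1.03 ± 0.339 (SD, n = 3) to 0.719 ± 0.139 (SD, n = 3) (log2 fold change -0.49, standard error 0.18, adjusted p = 0.0286 from limma). The call for Lea4 was lost without control replicate 1 of 14 days (adjusted p = 0.0589), control replicate 2 of 14 days (adjusted p = 0.058), NO replicate 2 of 14 days (adjusted p = 0.115), control replicate 3 of 14 days (adjusted p = 0.069) or NO replicate 3 of 14 days (adjusted p = 0.12). That for Lea2a was lost without NO replicate 2 of 14 days (adjusted p = 0.0897), control replicate 3 of 14 days (adjusted p = 0.283) or NO replicate 3 of 14 days (adjusted p = 0.158). Lea1 (log2 fold change -0.11, standard error 0.22, adjusted p = 0.707 from limma) and Lea2b (log2 fold change -0.038, standard error 0.12, adjusted p = 0.762 from limma) did not pass the threshold. Lea2a also lost its call on linear values, with the samples of the compared groups only, without moderation, with the methods' own test and with an equal-variance test of each gene on log2 values. Lea4 also lost its call with Pdi alone.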

After 14 days of seed artificial aging, NO application altered only the expression of *Lea4*, which was downregulated. 

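Lea2a in axes of seeds aged for 21 days had a relative expression of 1.32 ± 0.19 (SD, n = 3) with NO and 1.00 ± 0.0973 (SD, n = 3) without it. Each NO-treated sample exceeded each control sample, but the difference missed the threshold (log2 fold change 0.39, standard error 0.18, adjusted p = 0.0759 from limma). In the fit over all samples none of the 4 Lea genes passed it, over the 18 genes or adjusted over the list alone, and at an unadjusted p under 0.05 Lea1 and Lea2a did: Lea1 had a log2 fold change of -0.48, Lea4 of -0.22 and Lea2b of -0.048. With the replicate number added as a block, 6 of the 18 genes were called lower at this time, against 5 in this fit. Lea1 was the only uncalled gene lower at an unadjusted p under 0.05. With levels re-derived from the cycles, Lea1 (log2 fold change of -0.78 with an adjusted p of 0.00636) and Lea4 (log2 fold change of -0.47 with an adjusted p of 0.00636) were lower with NO, and Lea2a had a log2 fold change of 0.17 with an adjusted p of 0.50. These moves follow the downward shift that the 9 genes with the different normalizer share. Under the alternatives on relative expression and with other reference genes, Lea1 was called lower with the samples of the compared groups only, with Sar1 alone, with Pdi alone, without a reference gene and without control replicate 1 of 14 days, control replicate 2 of 14 days, control replicate 2 of 21 days or NO replicate 3 of 21 days, Lea2a was called higher with the samples of the compared groups only, when centred on the 18 genes and without control replicate 2 of 14 days, control replicate 3 of 14 days or NO replicate 3 of 21 days, Lea2b was called higher when centred on the 18 genes and called lower with Pdi alone, and Lea4 was called lower with Pdi alone and without a reference gene.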

In the axes of apple embryos isolated from seeds aged for 21 days, NO treatment led to the upregulation of *Lea2a* (Figure 2), while the expression of other genes did not differ.

### Nitric oxide upregulated the expression of *Hsp* in the embryonic axes of aged seeds

Accelerated aging of apple seeds resulted in a gradual decrease in *Clpb1* and *Clpb4* transcript levels in the embryonic axes (Supplementary Figure 2).

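ClpB1 and ClpB4 encode Hsp100-type chaperones that resolve protein aggregates. Both were lower in control axes after 21 than after 7 days of aging. ClpB1 stood at 0.63 ± 0.0241 (SD, n = 3) of its 7-day level (log2 fold change -0.66, standard error 0.14, adjusted p = 2.2e-04 from limma) and ClpB4 at 0.518 ± 0.0229 (SD, n = 3) (log2 fold change -0.94, standard error 0.13, adjusted p = 3.2e-07 from limma). At 14 days both were higher than at 7 days, ClpB1 at 1.46 ± 0.176 (SD, n = 3) (log2 fold change 0.54, standard error 0.14, adjusted p = 0.00177 from limma) and ClpB4 at 1.23 ± 0.155 (SD, n = 3) (log2 fold change 0.30, standard error 0.13, adjusted p = 0.0368 from limma). On the deposited 7-day-scaled values these 14-day log2 changes were -0.19 (adjusted p = 0.187) and -0.42 (adjusted p = 0.00289), the opposite direction. The 14-day call of ClpB4 was also lost without control replicate 2 of 7 days (adjusted p = 0.156), control replicate 3 of 7 days (adjusted p = 0.0702) or control replicate 3 of 14 days (adjusted p = 0.196). ClpB1 at 14 days turned its direction without a reference gene (-0.19) on the log2 scale. ClpB4 at 14 days lost its call with the samples of the compared groups only, with Sar1 alone, with the paper's own test across days, with the methods' test of 2 groups and with an equal-variance test of each gene on log2 values and turned its direction without a reference gene (-0.42) on the log2 scale. ClpB1 at 21 days lost its call when centred on the 18 genes.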

Nitric oxide fumigation of apple embryos isolated from aged seeds changed the expression of one of the two studied genes encoding proteins belonging to the Clp/Hsp100 family. 

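Among the genes of the Clp/Hsp100 family, ClpB4 was higher with NO at 7 days, with a relative expression of 1.46 ± 0.0902 (SD, n = 3) against 1.00 ± 0.12 (SD, n = 3) (log2 fold change 0.54, standard error 0.12, adjusted p = 6.7e-04 from limma). It was also higher at 21 days, with 1.3 ± 0.153 (SD, n = 3) against 1.00 ± 0.046 (SD, n = 3) (log2 fold change 0.37, standard error 0.12, adjusted p = 0.0126 from limma), and at both times every NO-treated sample exceeded every control (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). At 21 days the call was lost without control replicate 2 of 21 days (adjusted p = 0.0514) or NO replicate 2 of 21 days (adjusted p = 0.0736). At 14 days ClpB4 had a log2 fold change of -0.051 (adjusted p = 0.707). ClpB1 passed the threshold at none of the 3 times in this fit, with log2 fold changes of 0.25 at 7 days, -0.27 at 14 days and -0.076 at 21 days. Under the alternatives it was called higher without a reference gene and when centred on the 18 genes at 7 days, called lower with Sar1 alone and without NO replicate 1 of 14 days at 14 days and called higher when centred on the 18 genes at 21 days. ClpB4 at 21 days also lost its call with Pdi alone, with the methods' own test once adjusted and with an equal-variance test of each gene on log2 values once adjusted.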

The increase in the transcript levels of *ClpB4* was noticed in the embryonic axes of seeds aged 7 and 21 days (Figure 3A).

Progression of accelerated aging of apple seeds resulted in the decrease in the transcript levels of most of the analyzed genes encoding Hsp proteins. The downregulation of *Hsp70b*, *Hsp20a*, *Hsp20a*, and *Hsp20b* was observed (Supplementary Figure 2). 

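The small heat shock protein gene Hsp20a was lower in control axes at both later times. Its level was 0.397 ± 0.0456 (SD, n = 3) at 14 days (log2 fold change -1.33, standard error 0.15, adjusted p = 6.7e-09 from limma) and 0.279 ± 0.0362 (SD, n = 3) at 21 days (log2 fold change -1.84, standard error 0.15, adjusted p = 8.3e-12 from limma). Hsp70c had the largest fall of the 18 genes, to 0.0402 ± 0.00714 (SD, n = 3) at 14 days (log2 fold change -4.64, standard error 0.14, adjusted p = 3.6e-22 from limma) and 0.128 ± 0.00396 (SD, n = 3) at 21 days (log2 fold change -2.95, standard error 0.14, adjusted p = 4.3e-17 from limma). Hsp70b stood at 0.919 ± 0.0819 (SD, n = 3) at 14 days (log2 fold change -0.12, standard error 0.13, adjusted p = 0.40 from limma) and rose to 1.33 ± 0.0606 (SD, n = 3) at 21 days (log2 fold change 0.42, standard error 0.13, adjusted p = 0.00545 from limma), while Hsp20b rose at 14 days (log2 fold change 0.47, standard error 0.14, adjusted p = 0.00372 from limma) and had a level of 1.00 ± 0.124 (SD, n = 3) at 21 days. For Hsp70b the deposited 7-day-scaled log2 change was -0.85 (adjusted p = 4.8e-07) at 14 days and -0.089 (adjusted p = 0.50) at 21 days, and that of Hsp20b was -0.26 (adjusted p = 0.0759) and -0.50 (adjusted p = 0.00134). Hsp70b at 21 days lost its call with Sar1 alone and turned its direction without a reference gene (-0.088) on the log2 scale. Hsp20b at 14 days lost its call with Sar1 alone and turned its direction without a reference gene (-0.26) on the log2 scale. Hsp70b at 14 days was called higher when centred on the 18 genes and called lower without a reference gene. Hsp20b at 21 days was called higher with Pdi alone and when centred on the 18 genes and called lower without a reference gene.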

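Control levels of Hsp90 were 1.85 ± 0.146 (SD, n = 3) at 14 days (log2 fold change 0.89, standard error 0.13, adjusted p = 3.8e-07 from limma) and 1.46 ± 0.0803 (SD, n = 3) at 21 days (log2 fold change 0.55, standard error 0.13, adjusted p = 3.4e-04 from limma), both above 7 days. Those of Hsp70a were 1.86 ± 0.0661 (SD, n = 3) (log2 fold change 0.90, standard error 0.13, adjusted p = 4.0e-07 from limma) and 1.78 ± 0.137 (SD, n = 3) (log2 fold change 0.84, standard error 0.13, adjusted p = 2.0e-06 from limma). In the deposited 7-day-scaled values the log2 changes were smaller, 0.16 (adjusted p = 0.175) at 14 days and 0.046 (adjusted p = 0.677) at 21 days for Hsp90, and 0.16 (adjusted p = 0.187) and 0.31 (adjusted p = 0.0207) for Hsp70a. Hsp90 at 14 days lost its call without a reference gene. Hsp90 at 21 days lost its call with Sar1 alone and without a reference gene. Hsp70a at 14 days lost its call without a reference gene.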

Transcript levels of *Hsp90* and *Hsp70a* were stable irrespectively of the duration of the aging.

Nitric oxide treatment of the embryos isolated from seeds aged for 7 days resulted in the increase in the expression of *Hsp90*, *Hsp70b*, and *Hsp70c* (Figures 3B,C), while the transcript levels of *Hsp70a*, *Hsp20a*, and *Hsp20b* did not change. 

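Of the 4 genes of the Hsp90 and Hsp70 families, 1 was higher with NO after 7 days of aging and none was lower on relative expression, also when adjusted over the list alone. Re-derived from the cycles with Sar1 and Pdi, 2 were higher, Hsp70b among them, and none was lower. With Pdi alone 2 were higher and 1 lower. Hsp70c, whose Arabidopsis match is mitochondrial, rose from 1.01 ± 0.169 (SD, n = 3) to 1.63 ± 0.0402 (SD, n = 3) (log2 fold change 0.70, standard error 0.13, adjusted p = 1.6e-04 from limma). Hsp90 had a log2 fold change of 0.082 (adjusted p = 0.467) and turned to -0.21 when re-derived from the cycles, and it was called lower with Pdi alone. The deposited relative expression of Hsp70b was 1.14 ± 0.0719 (SD, n = 3) with NO and 1.00 ± 0.0949 (SD, n = 3) in the control (log2 fold change 0.19, standard error 0.11, adjusted p = 0.167 from limma), whereas its cycles gave a log2 fold change of 0.84 with an adjusted p of 3.6e-06. Hsp70a (adjusted p = 0.467), Hsp20a (adjusted p = 0.167) and Hsp20b (log2 fold change 0.10) did not pass the threshold. Hsp20a at 7 days was called lower with Pdi alone. Hsp20b at 7 days was called higher without a reference gene and when centred on the 18 genes.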

After 14 days of seed aging, NO upregulated the expression of most of these genes, especially *Hsp70c* (Figures 3B,C). 

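NO raised Hsp70c after 14 days of aging from 1.01 ± 0.178 (SD, n = 3) to 10.4 ± 0.60 (SD, n = 3) (log2 fold change 3.37, standard error 0.13, adjusted p = 3.0e-16 from limma). Hsp20a rose from 1.00 ± 0.11 (SD, n = 3) to 2.44 ± 0.101 (SD, n = 3) (log2 fold change 1.29, standard error 0.14, adjusted p = 3.3e-08 from limma). In both genes all 3 NO-treated samples exceeded all controls. The other 4 Hsp genes did not pass the threshold. Hsp90 had a log2 fold change of 0.20 (adjusted p = 0.12), Hsp70a of 0.16 (adjusted p = 0.289), Hsp70b of 0.11 and Hsp20b of 0.14. Hsp90 at 14 days was called higher with the methods' own unadjusted test, with an unadjusted equal-variance test of each gene on log2 values, without a reference gene and when centred on the 18 genes. Hsp70a at 14 days was called higher with Pdi alone and without a reference gene.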

In the axes of seeds subjected to accelerated aging for 21 days and after being exposed to NO, a decrease in the expression of *Hsp70a*,*b*,*c*, and *Hsp20a* was observed. 

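After 21 days of aging, Hsp70a fell with NO to 0.597 ± 0.0753 (SD, n = 3) (log2 fold change -0.75, standard error 0.12, adjusted p = 9.5e-06 from limma) and Hsp70c to 0.418 ± 0.0456 (SD, n = 3) (log2 fold change -1.26, standard error 0.13, adjusted p = 3.0e-08 from limma). Hsp20a fell to 0.719 ± 0.127 (SD, n = 3) (log2 fold change -0.49, standard error 0.14, adjusted p = 0.00609 from limma), a call that was lost without NO replicate 1 of 21 days (adjusted p = 0.0561). In these 3 genes each NO-treated sample was below each control (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The deposited relative expression of Hsp70b was 1.01 ± 0.129 (SD, n = 3) with NO and 1.00 ± 0.0252 (SD, n = 3) in the control (log2 fold change 0.0084, standard error 0.11, adjusted p = 0.939 from limma). Its deposited cycles, normalized to Sar1 and Pdi, gave a log2 fold change of -2.52 with an adjusted p of 3.7e-16, that is a level 0.174 times the control. Hsp20a also lost its call with the methods' own test and with an equal-variance test of each gene on log2 values and turned its direction when centred on the 18 genes (0.026) on the log2 scale.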

The transcript level of *Hsp90* was upregulated, while the expression of *Hsp20b* did not differ (Figure 3B).

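Hsp90 was higher with NO at 21 days, at 1.23 ± 0.0313 (SD, n = 3) against 1.00 ± 0.0505 (SD, n = 3) (log2 fold change 0.30, standard error 0.11, adjusted p = 0.0227 from limma). Re-derived from the cycles with Sar1 and Pdi it had a log2 fold change of 0.079 with an adjusted p of 0.643. The call was lost without NO replicate 1 of 21 days (adjusted p = 0.0561), control replicate 2 of 21 days (adjusted p = 0.0844), NO replicate 2 of 21 days (adjusted p = 0.0514) or control replicate 3 of 21 days (adjusted p = 0.063). Hsp20b had a log2 fold change of -0.015 (adjusted p = 0.939). Hsp90 at 21 days lost its call with the samples of the compared groups only, with levels re-derived from the cycles with Sar1 and Pdi, with Sar1 alone and without a reference gene and turned its direction with Pdi alone (-0.029) on the log2 scale. Hsp20b at 21 days was called higher when centred on the 18 genes.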

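After 21 days, Cpn60b was below its 7-day level in control axes, at 0.625 ± 0.0751 (SD, n = 3) (log2 fold change -0.67, standard error 0.15, adjusted p = 2.6e-04 from limma). Cpn60a stood at 1.05 ± 0.0339 (SD, n = 3) (log2 fold change 0.089, standard error 0.14, adjusted p = 0.575 from limma), and the deposited 7-day-scaled values gave it a log2 change of -0.41 (adjusted p = 0.00224). Cpn60b at 21 days lost its call when centred on the 18 genes. Cpn60a at 21 days was called higher with Pdi alone and when centred on the 18 genes and called lower without a reference gene.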

Accelerated aging of apple seeds decreased the transcript levels of both analyzed genes (*Cpn60a* and *Cpn60b*), known also as *Hsp60*, encoding chaperonins (Supplementary Figure 2). Although the greatest reduction in the transcript level was observed for 14-day-long aged seeds (Supplementary Figure 2). As a result of NO treatment, *Cpn60a* was upregulated in the axes of apple embryos of seeds subjected to accelerated aging for 14 and 21 days, while the expression of *Cpn60b* decreased after 7 days of seed aging (Figure 3D).

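Both chaperonin genes, whose products assist the folding of organellar proteins, were lowest in control axes at 14 days. Cpn60a stood at 0.408 ± 0.0298 (SD, n = 3) of its 7-day level (log2 fold change -1.28, standard error 0.14, adjusted p = 8.0e-09 from limma) and Cpn60b at 0.38 ± 0.0352 (SD, n = 3) (log2 fold change -1.39, standard error 0.15, adjusted p = 6.0e-09 from limma). From 14 to 21 days both rose, Cpn60a by a log2 fold change of 1.37 (adjusted p = 1.7e-09) and Cpn60b by 0.72 (adjusted p = 9.3e-05). The deposited 7-day-scaled values gave lower 14-day levels of 0.255 ± 0.0261 (SD, n = 3) for Cpn60a and 0.264 ± 0.0101 for Cpn60b. Cpn60b at 21 against 14 days lost its call with the paper's own test across days.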

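Cpn60a rose with NO after 14 days from 1.00 ± 0.103 (SD, n = 3) to 1.57 ± 0.0671 (SD, n = 3) (log2 fold change 0.65, standard error 0.11, adjusted p = 3.4e-05 from limma). At 21 days its relative expression was 1.15 ± 0.0897 (SD, n = 3) with NO and 1.00 ± 0.0806 (SD, n = 3) in the control (log2 fold change 0.20, standard error 0.11, adjusted p = 0.132 from limma), and the cycles gave a log2 fold change of -0.021 with an adjusted p of 0.895. Cpn60b was lower with NO at 7 days, at 0.78 ± 0.107 (SD, n = 3) against 1.00 ± 0.0835 (SD, n = 3) (log2 fold change -0.37, standard error 0.13, adjusted p = 0.0288 from limma). That call was lost without control replicate 1 of 7 days (adjusted p = 0.12), NO replicate 1 of 7 days (adjusted p = 0.179) or control replicate 2 of 7 days (adjusted p = 0.0908). Cpn60b did not pass the threshold at 14 days (adjusted p = 0.392) or at 21 days (adjusted p = 0.569). Cpn60b at 7 days also lost its call on linear values, with the methods' own test once adjusted and with an equal-variance test of each gene on log2 values. Cpn60a at 21 days was called higher when centred on the 18 genes. Cpn60b at 21 days was called higher when centred on the 18 genes.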

### Nitric oxide modified the expression of *Pimt* as seed aging lasted up to 14 days

Accelerated aging of apple seeds resulted in the fluctuation of *Pimt* transcript levels in the embryonic axes. 

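Pimt encodes an enzyme that repairs damaged aspartyl residues in proteins. Its control level was 2.28 ± 0.195 (SD, n = 3) at 14 days (log2 fold change 1.19, standard error 0.14, adjusted p = 8.0e-09 from limma) and 0.743 ± 0.0128 (SD, n = 3) at 21 days (log2 fold change -0.42, standard error 0.14, adjusted p = 0.00621 from limma), and the fall from 14 to 21 days also passed the test (log2 fold change -1.61, standard error 0.14, adjusted p = 2.8e-11 from limma). Deposited 7-day-scaled levels were 1.38 ± 0.119 (SD, n = 3) at 14 days and 0.523 ± 0.00817 at 21 days. Pimt at 21 against 7 days lost its call with Pdi alone and with the paper's own test across days and turned its direction when centred on the 18 genes (0.044) on the log2 scale.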

Its maximum was noticed after 14 days of seed aging, while prolongation of the aging resulted in the downregulation of the gene, which expression was even lower than in the axes of 7-day-aged seeds (Supplementary Figure 2).

The NO-dependent alterations in the transcript level of *Pimt* were characteristic for the axes of apple embryos isolated from seeds aged for 7 and 14 days (Figure 4). 

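At 7 days the relative expression of Pimt was 1.39 ± 0.15 (SD, n = 3) with NO against 1.00 ± 0.0917 (SD, n = 3) in the control (log2 fold change 0.47, standard error 0.13, adjusted p = 0.00487 from limma), and all 3 NO-treated samples were above the controls (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Pimt at 7 days lost its call with the methods' own test once adjusted and with an equal-variance test of each gene on log2 values once adjusted.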

When the duration of the aging procedure was shorter, the expression of *Pimt* was upregulated. After 14 days of aging, NO application decreased the transcript level of *Pimt* (Figure 4).

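The relative expression of Pimt at 14 days was 0.185 ± 0.0114 (SD, n = 3) with NO and 1.00 ± 0.0864 (SD, n = 3) in the control (log2 fold change -2.44, standard error 0.13, adjusted p = 5.7e-14 from limma). At 21 days it was 0.94 ± 0.173 (SD, n = 3) with NO (log2 fold change -0.11, standard error 0.13, adjusted p = 0.569 from limma). The NO effect differed between 14 and 7 days by -2.91 (standard error 0.18, adjusted p = 3.5e-12) on the log2 scale, as tested by limma's interaction contrast. Pimt at 21 days was called higher when centred on the 18 genes.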

### Nitric oxide downregulated the expression of genes encoding elements of Tor complex in the embryonic axes of aged seeds

Accelerated aging of the seeds for 14 and 21 days decreased the transcript level of *Raptor*, while the changes of *Tor* transcript level exhibited the fluctuation with the minimum at the 14th day (Supplementary Figure 2).

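Tor encodes a kinase that couples growth to nutrient and energy status, and Raptor a partner protein of its complex. Both were lower in control axes at 14 than at 7 days. Tor stood at 0.415 ± 0.0416 (SD, n = 3) (log2 fold change -1.26, standard error 0.18, adjusted p = 3.8e-07 from limma) and Raptor at 0.789 ± 0.0364 (SD, n = 3) (log2 fold change -0.33, standard error 0.15, adjusted p = 0.0415 from limma). The 14-day call for Raptor was lost without control replicate 1 of 7 days (adjusted p = 0.133), control replicate 2 of 14 days (adjusted p = 0.0867), control replicate 3 of 7 days (adjusted p = 0.185) or control replicate 3 of 14 days (adjusted p = 0.119). At 21 days neither passed the threshold, with Tor at 1.23 ± 0.185 (SD, n = 3) (log2 fold change 0.30, standard error 0.18, adjusted p = 0.135 from limma) and Raptor at 0.853 ± 0.103 (SD, n = 3) (log2 fold change -0.22, standard error 0.15, adjusted p = 0.168 from limma). Raptor had a deposited 7-day-scaled log2 change of -1.06 (adjusted p = 3.9e-06) at 14 days and -0.73 (adjusted p = 3.3e-04) at 21 days, and that of Tor was -1.94 (adjusted p = 1.3e-09) and -0.20 (adjusted p = 0.339). Raptor at 14 days also lost its call with the samples of the compared groups only, without moderation, with Pdi alone, with the paper's own test across days, with the methods' test of 2 groups and with an equal-variance test of each gene on log2 values and turned its direction when centred on the 18 genes (0.0036) on the log2 scale. Tor at 21 days was called higher on linear values, with Pdi alone, when centred on the 18 genes and without control replicate 1 of 7 days. Raptor at 21 days was called lower with Sar1 alone, without a reference gene and without control replicate 2 of 7 days.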

Nitric oxide application resulted in the decrease in the expression of *Tor* and *Raptor* in the axes of apple seeds after 7 and 21 days of aging. 

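NO lowered both genes of the Tor complex at 7 days. Tor fell from 1.01 ± 0.161 (SD, n = 3) to 0.308 ± 0.0437 (SD, n = 3) (log2 fold change -1.71, standard error 0.18, adjusted p = 9.1e-08 from limma) and Raptor from 1.00 ± 0.0233 (SD, n = 3) to 0.375 ± 0.0979 (SD, n = 3) (log2 fold change -1.45, standard error 0.16, adjusted p = 1.3e-07 from limma). Both fell at 21 days as well, Tor to 0.349 ± 0.0534 (SD, n = 3) (log2 fold change -1.53, standard error 0.18, adjusted p = 2.0e-07 from limma) and Raptor to 0.265 ± 0.00648 (SD, n = 3) (log2 fold change -1.92, standard error 0.16, adjusted p = 1.9e-09 from limma). At both times each NO-treated sample lay below each control sample in both genes (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow).

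**Figure D1:**
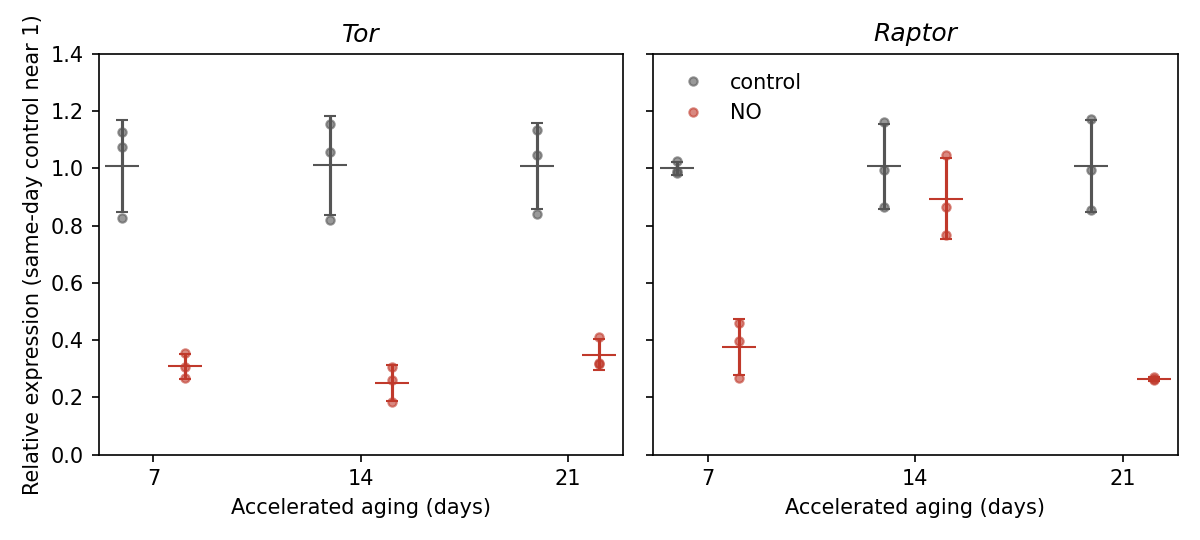
Relative expression of Tor and Raptor by days of accelerated aging, on a linear axis with the same-day control near 1; points are the 3 biological replicates of control (grey) and NO-treated (red) axes, and bars are the mean and SD. The NO-treated samples of Tor lie below the controls at all 3 times, and those of Raptor at 7 and 21 days.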

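In axes of seeds aged for 14 days, Tor had a relative expression of 0.25 ± 0.063 (SD, n = 3) with NO against 1.01 ± 0.173 (SD, n = 3) in the control (log2 fold change -2.03, standard error 0.18, adjusted p = 1.3e-09 from limma). Raptor had 0.894 ± 0.141 (SD, n = 3) against 1.01 ± 0.149 (SD, n = 3) (log2 fold change -0.17, standard error 0.16, adjusted p = 0.392 from limma). Raptor at 14 days was called lower with Sar1 alone.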

After 14 days of aging, NO treatment led to the decrease in the transcript level of *Tor*, while the expression of *Raptor* did not differ (Figure 5).

### Nitric oxide changed the expression of *Saur* when seed aging lasted for at least 14 days

In the axes of seeds subjected to accelerated aging protocol, a decrease in the expression of *Saur* was observed. 

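Saur belongs to a family of early auxin-responsive genes. Its control level was 0.719 ± 0.0471 (SD, n = 3) at 14 days (log2 fold change -0.47, standard error 0.13, adjusted p = 0.00201 from limma) and 0.899 ± 0.0855 (SD, n = 3) at 21 days (log2 fold change -0.15, standard error 0.13, adjusted p = 0.283 from limma). In the deposited 7-day-scaled values the log2 changes were -1.17 (adjusted p = 4.7e-09) and -0.64 (adjusted p = 3.5e-05), so that the 21-day call is reached on that scale. Saur at 14 days lost its call when centred on the 18 genes. Saur at 21 days was called higher when centred on the 18 genes and called lower with Sar1 alone and without a reference gene.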

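Between 14 and 21 days the control level of Saur rose by a log2 fold change of 0.32 (standard error 0.13, adjusted p = 0.0223 from limma), or by 0.53 (adjusted p = 2.9e-04) in the deposited 7-day-scaled values. The first of these calls was lost without control replicate 2 of 14 days (adjusted p = 0.0894) or control replicate 3 of 21 days (adjusted p = 0.121). Saur at 21 against 14 days also lost its call on linear values, with Sar1 alone and with the paper's own test across days.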

Its transcript level was similar after 14 and 21 days of aging (Supplementary Figure 2).

The changes in the expression of *Saur* after NO treatment were noticed when seeds were aged for 14 and 21 days. 

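Saur fell with NO at 14 days from 1.00 ± 0.0644 (SD, n = 3) to 0.641 ± 0.0373 (SD, n = 3) (log2 fold change -0.64, standard error 0.12, adjusted p = 5.7e-05 from limma). At 21 days it rose from 1.00 ± 0.0919 (SD, n = 3) to 1.5 ± 0.10 (SD, n = 3) (log2 fold change 0.59, standard error 0.12, adjusted p = 2.2e-04 from limma). At each time the 3 NO-treated samples lay on 1 side of all controls (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). At 7 days it had a log2 fold change of 0.14 (adjusted p = 0.297). The NO effect at 21 days exceeded that at 14 days by 1.23 (standard error 0.17, adjusted p = 9.4e-07) on the log2 scale. Saur at 7 days was called higher without a reference gene and when centred on the 18 genes.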

In the axes of apple seeds aged for 2 weeks, the transcript level was downregulated, while after 21 days, the increase in its expression was observed after embryos’ fumigation with NO (Figure 6).

## Discussion

Recently, the conditions for the accelerated aging of apple seeds have been established (Ciacka et al., 2022). Embryos of apple seeds placed at 33°C and 65% humidity for more than 14 days exhibited the visible symptoms of aging, while after 40 days, more than 70% of seeds died (Ciacka et al., 2022; Figures 7, 8). One week of accelerated aging resulted in the partial removal of the dormancy of apple seeds. It can be assumed, that during 7-day aging, the apple seeds undergo imbibition, but these conditions do not provide the overall metabolic changes required for the entire dormancy breakage. These embryos need a long period of imbibition (the culture) to accomplish germination. After 7 days of accelerated aging, they germinated in 60% after 1 week of the culture (Ciacka et al., 2022; Figure 7). Based on previous results, we regarded this stage as the early phase of apple seeds’ artificial aging. After 48 h of the culture under conditions favorable for germination, the embryonic axes of seeds aged for 7, 14, and 21 days do not elongate nor bent gravitropically (Figure 7). In our experiments, we used the axes of apple embryos isolated from aged seeds and shortly treated with NO. To detect the long-term effect of NO application, it was necessary to culture embryos for 48 h under favorable conditions (Figure 7).

**FIGURE 7:**
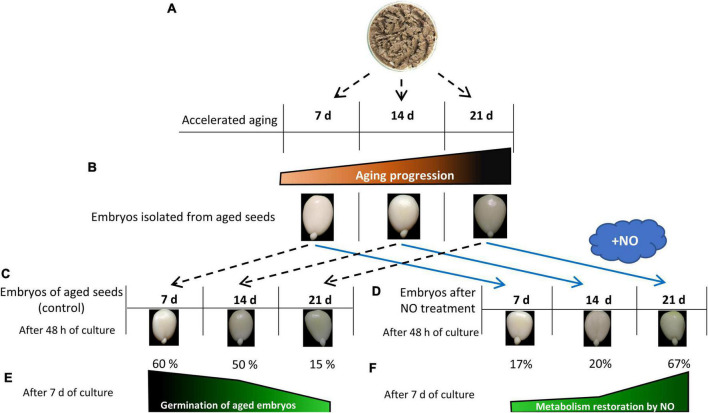
The diagram describes the basic features of the biological material and the scheme of the experiment. Apple seeds were subjected to accelerated aging for 7, 14, or 21 days **(A)**. After seed aging embryos were isolated **(B)**. The typical embryos isolated from aged seeds [control **(C)**] and the typical NO-treated embryos after 48 h of culture are shown panel **(D)**. Progression of seed aging was linked to the gradual decrease in germination rate of the embryos after 7 and 14 days, and a drop-down in the germination of the embryos as the aging lasted for 21 days **(E)**. NO acted as a remedy against aging by the increase in germination rate of the embryos isolated from aged seeds [metabolism restoration **(F)**]. Metabolism restoration (%) was calculated based on the germination rate of the embryos after NO fumigation according to data presented by Ciacka et al. (2022). Embryos isolated from aged seeds and after NO treatment were viable (as indicated by the TTC test) as described by Ciacka et al. (2022).

**FIGURE 8:**
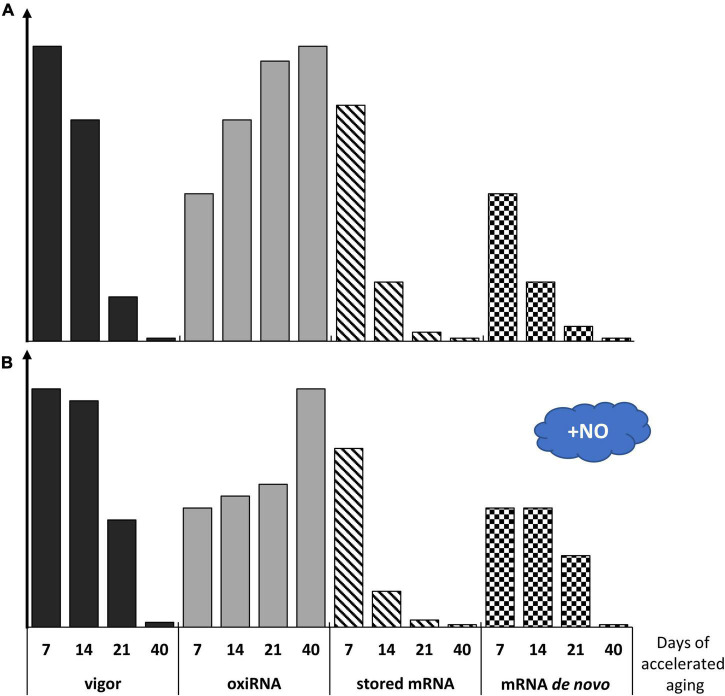
The figure describes the vigor of apple embryos in dependence on the progression of seed accelerated aging concerning the changes in the level of the oxidized RNA (oxiRNA), stored mRNA, and newly synthesized RNA (mRNA *de novo*) in the control embryos, non-treated with NO **(A)**, and the embryos shortly fumigated with NO **(B)**. The height of the bars filled with color (vigor-black and oxiRNA-gray) is proposed according to data by Ciacka et al. (2022). The height of the bars filled with sloping lines–stored mRNA, is estimated according to Zhao et al. (2020a; 2020b). The height of the checkered bars–mRNA *de novo* is hypothetical.

The role of NO in delaying the negative effects of seed aging is partially linked to the modulation of ROS metabolism (He et al., 2018; Mao et al., 2018; Ciacka et al., 2022). Stable molecular markers pointing to the progression of seed aging are needed to determine seed quality. In human tissue, *m*-Tyr is regarded as such an indicator, because its accumulation corresponds to the induction of oxidative stress (Ipson and Fisher, 2016). *m*-Tyr content increased as accelerated aging was prolonged and in the embryonic axes of apple seeds subjected to 21 days of aging was approximately twice higher than in the embryonic axes of seeds aged for 7 or 14 days. It corresponded to the increase in malondialdehyde content (Ciacka et al., 2022) and pointed at the oxidative stress, induced during seed aging, thus, confirming the universality of *m*-Tyr as a marker of aging in living organisms. Supplementation of young tomato seedlings with *m*-Tyr (50 μM) resulted in an increased ROS/RNS level in the roots (Krasuska et al., 2017; Andrzejczak et al., 2018). Thus, the elevated level of this non-proteinogenic amino acid may, in part, explain the increased content of ROS in aged embryos (Dȩbska et al., 2013; Ciacka et al., 2022). The *m-*Tyr is an antimetabolite of Phe, and both amino acids are competitors for tRNA*^Phe^* (Bertin et al., 2007; Rodgers et al., 2017). Phe at high concentration protects the tissue against the toxic action of *m*-Tyr, lowering its incorporation into protein structures. The recovery effects of Phe were demonstrated for tomato (Andrzejczak et al., 2018) and Arabidopsis (Zer et al., 2020) plants supplemented with *m*-Tyr. Thus, the fluctuation in the levels of Phe in the embryos of aged apple seeds (non-treated with NO) indicates that one of the explanations for the cellular deterioration observed after 21-day artificial aging could be the disruption of the Phe/*m*-Tyr level, favoring *m*-Tyr accumulation. The embryos isolated from seeds, aged for 21 days and treated with NO, were characterized by a similar *m*-Tyr level to that in the control seeds but with a 2-fold higher content of Phe. Moreover, in these embryos, the ratio of *m*-Tyr to Tyr was lower, mostly due to the increased content of the total Tyr. The high free Tyr level induced by NO may act *via* the intracellular amino acids’ isoform competition, mitigating advanced aging processes. After 7 and 14 days of accelerated aging of apple seeds in the axes of NO-treated embryos, the *m*-Tyr content was higher compared to the aged seeds, while Phe was at a similar level (Supplementary Figure 1). Therefore, it can be proposed that NO, by the stimulation of peroxynitrite (ONOO^–^) formation, leads to Phe oxidation, resulting in the accumulation of *m*-Tyr. Surprisingly, after NO treatment, the decrease in the Phe content in the axes of 7 and 14 days aged seeds was not detected. It may be due to the putative increase in protein degradation, stimulated by NO (Krasuska et al., 2014), especially that the increased Tyr content after 7 days of aging was observed. The increased degradation of proteins during advanced aging may also be the reason for *m*-Tyr release from oxidized proteins. Moreover, it was suggested that the transcriptional coordination of Phe, and not the Tyr biosynthesis with its upstream and downstream pathways, likely supports the preferred synthesis of Phe over Tyr in plants (Schenck and Maeda, 2018); therefore, NO action could restore this regularity. The direct or non-direct impact of NO on Phe metabolism in the aspect of *m*-Tyr accumulation needs further investigation.

According to previous data, 7 days of accelerated aging of apple seeds did not induce any significant, visible damages (Ciacka et al., 2022; Figure 7). Additionally, NO fumigation of the embryos isolated from seeds aged for 7 days has slightly accelerated the germination rate and enhanced the percentage of the properly grown seedlings (Ciacka et al., 2022; Figure 7). In the axes of these embryos cultured for 48 h, only a few investigated genes were upregulated (*Lea4*, *ClpB4*, *Hsp90*, *Hsp70b*, and *Pimt*). 

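At 7 days of aging, 3 of the 18 genes were higher with NO (ClpB4, Hsp70c and Pimt) and 3 were lower (Tor, Raptor and Cpn60b) at an adjusted p under 0.05 from limma. With levels re-derived from the cycles with Sar1 and Pdi, 8 genes passed, among them Hsp70b. The numbers higher and lower were 4 and 4 with levels re-derived from the cycles with Sar1 and Pdi, 4 and 4 with Sar1 alone, 4 and 6 with Pdi alone, 7 and 3 without a reference gene and 7 and 4 when centred on the 18 genes.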

Proteins encoded by these genes are responsible for repair processes and protein stabilization, which could be necessary for the correction of damages, which take place during dehydration at the seed maturation stage and rehydration in imbibition.

The impact of NO on seed longevity maintenance could be explained by different mechanisms of its action, depending on the duration of accelerated aging and the biochemical state of the seeds (Figure 8). This assumption is based on the abundance of the transcripts encoding enzymatic antioxidants after 21 days of seed aging (Ciacka et al., 2022). In addition, the duration of apple seed accelerated aging treatment and experimental time points used in our study were selected to match the pattern of seed viability decrease vs. time described by Walters et al. (2010). Seed aging is linked to a sigmoidal dependence between viability and storage time. The unspecified duration of seed viability (the early aging phase of no apparent changes) is followed by the rapid viability loss—a mortality phase. Furthermore, seed longevity depends on metabolism (the degree of oxidation of cellular molecules and accumulation of oxidants), strictly linked to seed moisture (Walters et al., 2010) and temperature. The imbibition at 33°C from 7 to 40 days differentiates the degree of apple embryo tissue hydration and physiological activity. So, metabolically, embryos isolated after each time point should be considered separately and detected alterations should not be viewed linearly.

The asymptomatic phase of seed aging (corresponding probably to 7 days of apple seeds aging) is hard to determine if based only on seed germination tests (Zhao et al., 2020a,b). It has been proposed that stored mRNA (the amount and quality) may serve as an indicator of the progression of seed aging (Zhao et al., 2020a,b). The authors using Arabidopsis seeds indicated that stored mRNA degraded at a constant rate over the aging time. However, there is no information about the metabolic use of stored mRNA in artificially aged seeds as they are subjected to imbibition. The degradation of stored mRNA may also be linked to the rate of its oxidation.

Since our work concerns alterations in the transcript levels of the genes related to seed aging, we propose a hypothetical model describing changes in vigor, stored mRNA level, newly synthesized mRNA (mRNA *de novo*), and oxidized RNA (oxiRNA) in the embryonic axes of apple seeds subjected to accelerated aging for 7–40 days (Figure 8A). We suggest that until the 7th day of accelerated aging, embryos remind in the asymptomatic phase, and thus, are characterized by only minor changes in metabolism and quality. A decline in embryo vigor observed after 14 days of accelerated aging corresponds to rapid mortality and leads to death at the time point of 40 days (Figure 8A).

Continuing the investigation of the molecular action of NO during seed aging, we suggest that NO prolongs the asymptomatic phase and shallows the mortality phase (Figure 8B), which is related to the alterations in the expression of genes potentially involved in the regulation of seed longevity.

Lea proteins influence seed longevity by participation in the formation of the glassy state. The accelerated aging conditions promote the loss of the glassy state of the embryo and enhance seed deterioration (Hundertmark et al., 2011). Lea proteins accumulate during seed maturation, as well as in vegetative tissues in response to water deficit (Liu et al., 2011). In plants, there is a large number of genes encoding Lea (Kalemba and Pukacka, 2008; Leprince et al., 2016). Based on the sequence similarity and properties, Lea is divided into 7 groups (Leprince et al., 2016). Lea of the 2nd group is known as dehydrins, whereas proteins from the 4th and 5th groups are possibly involved in the membrane stability maintenance. During water loss, Lea proteins act as chaperons, prevent protein aggregation, and modulate ROS formation, acting as scavengers of transitional metal ions, e.g., Fe^3+^ (Alsheikh et al., 2003; Liu et al., 2011). After synthesis during seed maturation, Lea is transported to different cellular organelles and membranes to protect and stabilize molecules. During seed imbibition, most of the mRNA of *Lea* is gradually degraded (Kalemba and Pukacka, 2007 and references therein). The protective role of Lea during seed maturation is well-known, whereas there is no evidence concerning their role in the relief of the effect of degenerative processes related to seed aging. The seeds obtained from Arabidopsis lines with a significant reduction in *Lea* expression stored at 35°C and 75% relative humidity (the glassy state of the cytoplasm is likely no longer exist) exerted the reduced viability (Hundertmark et al., 2011). The authors proposed that some Lea proteins play a protective role even in seeds that lost their glassy state, thus, the decrease in the level of dehydrins affects seed storability. In our experiment, the transcript levels of *Lea1*, *Lea2a*, and *Lea4* decreased in response to seed aging, which corresponds well to the low germination rate (Figure 7). It is also proposed that Lea exhibits different functions depending on the cellular water status (Leprince et al., 2016). In beech seeds that have been stored at −10°C and 8–9% moisture content, an increased level of Lea was noted, especially in the embryonic axes (Kalemba and Pukacka, 2008). 

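The NO effect on Lea2a at 21 days exceeded that at 14 days by 0.89 (standard error 0.26, adjusted p = 0.00591) on the log2 scale by limma's interaction contrast. Against 7 days it differed by 0.052 (standard error 0.26, adjusted p = 0.891). The level of Lea2a in NO-treated axes, re-derived from the cycles and set to 1 in the 7-day control, was 1.02 ± 0.0942 (SD, n = 3) at 7 days, 0.882 ± 0.134 (SD, n = 3) at 14 days and 0.782 ± 0.092 (SD, n = 3) at 21 days. It was lower at 21 than at 7 days (log2 fold change -0.38, standard error 0.17, adjusted p = 0.0422 from limma), a call that was lost without NO replicate 1 of 7 days (adjusted p = 0.145), NO replicate 1 of 21 days (adjusted p = 0.116), NO replicate 3 of 7 days (adjusted p = 0.0707) or NO replicate 3 of 21 days (adjusted p = 0.121). Lea2a in the interaction contrast of 21 against 14 days lost its call with Pdi alone. Lea2a in NO-treated axes at 21 against 7 days lost its call on linear values, without moderation, with Pdi alone, with the methods' test of 2 groups once adjusted and with an equal-variance test of each gene on log2 values once adjusted and turned its direction when centred on the 18 genes (0.46) on the log2 scale. Lea2a in the interaction contrast of 21 against 7 days was called higher when centred on the 18 genes.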

NO-fumigated apple embryos isolated from seeds aged for 21 days were characterized by the highest abundance of *Lea2a*, and it was not observed in the axes of seeds subjected to the shorter period of accelerated aging. During seed maturation, the accumulation of stored mRNAs or long-lived mRNAs (encoding, e.g., 12S seed storage proteins and dehydrins) was detected. These mRNAs were used in protein translation during the early phases of germination (Rajjou et al., 2004; Sano et al., 2020) and probably in germinating embryos isolated from the seeds in the asymptomatic phase of aging (Figure 8). If we assume that 48 h of the embryo’s culture corresponds to the early germination stage, especially after 7 and 14 days of accelerated aging, NO may promote the translation of Lea proteins (Lea1 or Lea4) from stored mRNA. After NO treatment, transcript levels of these genes decreased. The prolongation of apple seeds’ accelerated aging favors ROS formation (Ciacka et al., 2022; Figure 8). Thus, the NO-induced expression of the specific *Lea* could be a protective mechanism against ROS overaccumulation. Such Lea may serve as free radicals modulators by binding metal ions (Liu et al., 2011).

Besides Lea, Hsp is another protein engaged in plant stress responses. Depending on their molecular weight, these proteins are divided into six classes: Hsp100 (Clp), Hsp90, Hsp70, Hsp60 (Cpn), Hsp40, and small Hsp (sHsp) (Kalemba and Pukacka, 2007; Kumar et al., 2020). They are accumulated at the late stage of seed maturation, and during germination, their abundance decreases constantly. The decreased transcript levels of genes encoding Hsp and ClpB proteins were observed as apple seed aging was in progress (Supplementary Figure 2). The protective role of Hsp is related to their chaperone function. They participate in the resolubilization of protein aggregates and assist in the folding of nascent polypeptides (Mayer and Bukau, 2005; Kumar et al., 2020). Hsp is accumulated in plant tissue under high temperatures. The increase in sHsp level was found in the embryos of dry maize seeds artificially aged at 50°C (Xin et al., 2011) and in the embryos of dry wheat and barley seeds subjected to 40°C (Dell’Aquila et al., 1998). Our experiments have demonstrated the diverse impact of NO-treatment on the level of various *Hsp* transcripts, depending on the progression of seeds aging. In the axes of embryos isolated from seeds aged for 14 days, as the result of NO treatment connected with the increase in the embryos’ vigor, the upregulation of *Hsp70a*, *Hsp70c*, and *Hsp20a* was detected; whereas after 21 days of aging, the treatment of the embryos with NO led to a decrease in the expression of these genes, as well as *Hsp70b.* In turn, for these embryos, a slight increase in the level of *ClpB4* was noted. 

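The NO effect at 21 days was lower than that at 14 days by limma's interaction contrast for Hsp70c, with a log2 difference of -4.64 (standard error 0.19, adjusted p = 5.3e-16), for Hsp20a, with -1.78 (standard error 0.20, adjusted p = 6.4e-08), and for Hsp70a, with -0.91 (standard error 0.17, adjusted p = 4.9e-05). For Hsp70b the deposited relative expression gave a difference of -0.098 (standard error 0.15, adjusted p = 0.601), and the cycles normalized to Sar1 and Pdi gave -2.45 (adjusted p = 1.8e-12).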

ClpB proteins, known as Hsp100, are involved in the maintenance of protein structure. Probably, they took part in the dissolution of cytosolic or nuclear protein aggregates formed during heat stress (Hong and Vierling, 2001 and references therein). The study using the Arabidopsis mutant characterized by the complete absence of the Hsp101 showed that plant growth, as well as seed germination, was not affected by the lack of this protein (Hong and Vierling, 2001). Authors suggested that Hsp101 activity is not critical in the absence of stress, although the biosynthesis of Hsp101 is regulated during seed development and the proteins are stored in dry seeds. In contrast, the mutation related to the reduction of the Hsp101 level led to the decrease in the thermotolerance of germinating Arabidopsis seeds. This fact emphasized the importance of Hsp101 to seed biology during stress conditions, probably due to their chaperone, and the putative translational regulatory functions (Hong and Vierling, 2001). The role of Hsp101 in the germination of Arabidopsis seeds subjected to heat stress was also proven by Queitsch et al. (2000).

The mode of action of NO in the regulation of viability of apple embryos isolated from seeds aged for 14 and 21 days was associated with the increase in the expression of both *Hsp90* and *Cpn60a*. However, the NO-dependent upregulation of *Cpn60a* in the axes of the seeds aged for 21 days, in comparison to the control, was not so noticeable as for the seeds aged for 14 days. 

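For Cpn60a the NO effect at 21 days was smaller than at 14 days, with a log2 difference of -0.45 (standard error 0.16, adjusted p = 0.0232) from limma's interaction contrast. The call was lost without control replicate 1 of 21 days (adjusted p = 0.0663), control replicate 2 of 14 days (adjusted p = 0.058), control replicate 3 of 14 days (adjusted p = 0.0539) or NO replicate 3 of 21 days (adjusted p = 0.0635). Hsp90 showed a difference of 0.094 (standard error 0.15, adjusted p = 0.601). Cpn60a in this contrast also lost its call with Sar1 alone and when centred on the 18 genes. Hsp90 in this contrast was called higher when centred on the 18 genes.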

The viability of NO-treated embryos of 21-day aged seeds is not so high as embryos of 14-day aged seeds (Figure 7). The germinability of NO-treated embryos after 21 days of aging was only 50% of that after 14 days of aging (Ciacka et al., 2022). As aging was prolonged up to 21 days, the NO-dependent increase in the expression of *ClpB* was accompanied by the decrease in the expression of *Hsp70a* and *Hsp70b*. Therefore, we may assume that the mechanism of regulation of protein structure by Hsp is insufficient in this tissue in comparison to the NO-treated embryos isolated from seeds aged for 14 days, especially since the disaggregation of proteins may require the cooperation of Hsp100, Hsp70, and Hsp40 homologs (Queitsch et al., 2000 and references therein). The enhancement of the level of transcripts encoding protein “protectors” (Hsp100 or Hsp60), after NO application, especially in the earlier stage of aging, may prevent the putative accumulation of protein aggregates that may occur as a result of oxidative stress (Ciacka et al., 2020).

The aging of chickpea (*Cicer arietinum* L.) seeds increased the level of isoaspartyl residues in proteins and decreased the Pimt activity (Verma et al., 2013). The enhancement of vigor and longevity of chickpea seed were connected with the increased expression of *CaPimt* (Verma et al., 2013). Similarly, the increased expression of *Pimt1* was important in the preservation of vigor and extended longevity of Arabidopsis seeds, subjected to the controlled deterioration treatment (40°C, 82% relative humidity) (Ogeì et al., 2008). In this experiment, the highest transcript level of *Pimt* was characteristic for the axes of 14-day aged apple seeds. It corresponds to the relatively high germination rate of these embryos (Figure 7), suggesting also the activation of some repair mechanisms at this stage of aging progression. The most profitable effect of NO action on apple embryo viability was confirmed by the higher level of *Pimt* in 7-day aged seeds when the aging-induced degradation of cellular components is not so advanced. The decrease in expression of *Pimt* was characteristic of the axes of NO-treated embryos of seeds aged for 14 days, which can be explained by the drop-down of stored mRNA as the aging process was in progression (Figure 8). The lowest transcript level of *Pimt* was observed in the axes of 21-day-aged seeds. In these embryos, NO did not alter the gene expression, which may be reflected in the worst germinability.

In the last 5 years, the number of information regarding Tor activity in plant physiology has increased. In plants, Tor is involved in the control of mRNA translation, protein synthesis, and life span determination (Quilichini et al., 2019). The treatment of wheat (*Triticum aestivum* L.) seeds with rapamycin or torin1 (the inhibitors of Tor activity) resulted in the inhibition of germination under favorable conditions (Smailov et al., 2020). The authors proposed that the Tor signaling pathway is involved in the GA-dependent synthesis of α-amylase and following seed germination. As was demonstrated for Arabidopsis, Raptor, the essential element of Tor machinery, also regulates the undisturbed seed germination. The delay in Arabidopsis seed germination was observed for mutants with a loss of function in *raptor1B* (Salem et al., 2018). The authors indicated that Raptor1B is a positive regulator of seed germination (examined under favorable conditions), and is involved in the maintenance of hormonal and nutritional balance. Delayed germination of *raptor1b* seeds (the knockout mutant) was accompanied by an increase in the level of phytohormones: ABA and auxin (Salem and Giavalisco, 2019). Inhibition of seed germination in *Raptor* mutants corresponded to the lowering transcript level of *Raptor* in the axes of aged apple seeds, in which viability and germination were reduced (Figure 7).

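The NO effect on Raptor was weaker at 14 than at 7 days, by a log2 difference of 1.28 (standard error 0.23, adjusted p = 8.0e-05), and stronger at 21 than at 14 days, by -1.74 (standard error 0.23, adjusted p = 9.4e-07), in limma's interaction contrasts. For Tor the differences were -0.33 (standard error 0.26, adjusted p = 0.303) and 0.50 (standard error 0.26, adjusted p = 0.113), and neither passed the threshold. Tor in the contrast of 21 against 14 days was called higher with Sar1 alone, when centred on the 18 genes and without NO replicate 1 of 14 days or control replicate 2 of 14 days.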

Regardless of the duration of apple seeds aging, the NO-dependent downregulation in *Tor* and *Raptor* (except for seeds aged for 14 days) expression was observed. As mentioned above, in seeds, the role of Tor is related to the regulation of seed germination, especially at the level of the transition from heterotrophic to photoautotrophic growth (McCready et al., 2020). Regardless of the duration of seed aging and the embryos’ treatment with NO, after 2 days of the culture, apple embryos do not differ visually (Figure 7). As mentioned in the first part of the discussion, these embryos are characterized by short, not bent embryonic axes, which means they are not at the stage of the transition into seedlings. Therefore, we were not surprised by the decrease in *Tor* and *Raptor* expression after embryos’ treatment with NO. The upregulation of *Lea4*, *ClpB4*, *Hsp90*, *Hsp70b*, or *Pimt* seems to be the priority because reparation of some damages that occurred during, e.g., seed rehydration is required. Thus, the removal of damages is a critical point to follow the completion of germination and seedling development. Going on further, NO may even prevent the accumulation of *Tor* and *Raptor* to lower proliferation activity and minimize the damage. Whether the *Tor* and *Raptor* transcripts belong to stored mRNA and NO regulates its utility, needs additional experiments.

In plants, Tor acts as a negative regulator of autophagy, the process which is necessary to recycle cytoplasmic contents under stress conditions or during senescence/aging (Liu and Bassham, 2010). An increasing number of studies have proven the selective autophagic-dependent degradation of various cell components (Su et al., 2020 and references therein), which may prevent early aging under stress conditions. In the axes of NO-treated apple embryos, the reduced levels of *Tor* (after 14 and 21 days of aging) and *Raptor* (after 21 days of aging) may promote autophagy events. Autophagy can be induced by various pathways, one of which is related to ROS (Pérez-Pérez et al., 2012). Alteration in Tor activity is also dependent on the cellular ROS level. The decrease in Tor activity in Arabidopsis seedlings under oxidative stress conditions was noted (Ahn et al., 2019). However, the studies conducted on Arabidopsis mutants with the downregulation of *Tor* by RNA interference have shown that NADPH oxidase (involved in ROS – O_2_^∙–^ generation) inhibitors did not block the constitutive autophagy in this plant (Liu and Bassham, 2010). Previous research on aged apple seeds has shown the NO-dependent stimulation of the expression of genes encoding NADPH oxidase homologs (especially in the axes of embryos isolated from seeds aged for 21 days) (Ciacka et al., 2022). Therefore, we may assume that the autophagy in this tissue can be regulated *via* various pathways depending on the progression of tissue aging, but further research is needed to confirm this statement.

The Tor-dependent regulation of autophagy in aged apple seeds may also be controlled by auxin. After 14 days, the mechanism of NO action in the mitigation of the seed aging effect is also connected with the decrease in *Saur* (the auxin response gene) expression. *Saur* analyzed in our experiment, encodes Saur36 protein in Arabidopsis. According to the Uniprot database, this protein is responsible for the regulation of seed germination (Supplementary Table 1). Moreover, Saur36 functions as a positive regulator of leaf senescence and may mediate auxin-induced leaf senescence (Supplementary Table 1). After 14 days of aging of apple seeds, the lower expression of *Saur* in the axes of NO-treated embryos, compared to the control, may indicate the decrease in auxin level in this tissue. It has been shown that auxin triggers Tor activation (Schepetilnikov et al., 2013). It suggests that this phytohormone is connected with the negative regulation of autophagy. It depends on the type of stress affecting plant tissue (Pu et al., 2017). In the experiment with Arabidopsis mutant with *Tor* overexpression, the addition of auxin–1-naphthaleneacetic acid (NAA) inhibited autophagy during nutrient deficiency, salt, or osmotic stress, but not, e.g., during oxidative stress. Moreover, NAA treatment was unable to block autophagy induced by a Tor inhibitor or by a mutation in the *raptor1B* (the knockout line), indicating that auxin is upstream of Tor in the regulation of autophagy (Pu et al., 2017). It means that autophagy can be controlled *via* Tor-dependent and -independent pathways in plant tissue, and the Tor signaling pathway requires auxin as its regulator. Therefore, in the apple embryos of aged seeds, NO-treatment did not only impair the expression of genes encoding elements of the Tor complex, but it could also affect Tor activity through the regulation of auxin level. The direct impact of NO on Tor activity (*via* nitration/*S*-nitrosation of TorC1 components) or indirect [*via* nutrient availability (Pu et al., 2017)] needs further investigation. The possible regulation of autophagy by NO and the extension of seed longevity *via* TorC1 activity modulation also needs to be experimentally demonstrated. Taking all the above together, in non-stress conditions, proteins encoded by *Tor* and *Raptor* promote seed germination and seedling development, while when the seeds are aged, it is necessary to temporarily lower the level of TorC1 elements to recycle cell components and/or repair the oxidative damage.

## Conclusion

Prolonged conditions of accelerated aging resulted in visible symptoms of apple seeds aging and a drastic decrease in their germinability. Our current study pointed to the universal usage of *m*-Tyr as a marker of cellular aging, although it should be mentioned that more studies on Phe metabolism are necessary to fill the knowledge on the role of these amino acids in the regulation of aging processes. We have demonstrated that NO may be used as a remedy against some deteriorations occurring in seeds during artificial aging. The beneficial effect of NO on the restoration of proper metabolism of seeds was observed predominantly in the tissue, in which no severe damages were induced by prolonged high moisture and high temperature. The upregulation of genes encoding some Lea or Hsp after NO treatment of embryos of aged seeds explained the involvement of this RNS in the preservation of seed longevity, which is strengthened by the downregulation of *Tor* and *Raptor*. 

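Of the 10 chaperone genes, NO raised 2 and lowered 1 at 7 days, raised 3 and lowered none at 14 days, and raised 2 and lowered 3 at 21 days, with the same counts when adjusted over the list alone. With levels re-derived from the cycles, NO raised 3 and lowered 1 at 7 days, raised 3 and lowered none at 14 days, and raised 1 and lowered 4 at 21 days, where Hsp90 was no longer called and Hsp70b was lower. The numbers raised and lowered were 3 and 1 with Sar1 alone, 3 and 3 with Pdi alone, 5 and 1 without a reference gene and 5 and 1 when centred on the 18 genes at 7 days, 3 and 1 with Sar1 alone, 4 and 0 with Pdi alone, 5 and 0 without a reference gene and 4 and 0 when centred on the 18 genes at 14 days, and 1 and 4 with Sar1 alone, 0 and 4 with Pdi alone, 1 and 4 without a reference gene and 6 and 3 when centred on the 18 genes at 21 days. ClpB1 was called higher without a reference gene and when centred on the 18 genes at 7 days, called lower with Sar1 alone and without NO replicate 1 of 14 days at 14 days and called higher when centred on the 18 genes at 21 days. In limma's fit over all samples none of the Lea genes was higher at any time at the adjusted threshold, and at an unadjusted p under 0.05 Lea2a was higher at 21 days. Under the alternatives Lea2a was called higher with the samples of the compared groups only at 7 days and called higher with the samples of the compared groups only, when centred on the 18 genes and without control replicate 2 of 14 days, control replicate 3 of 14 days or NO replicate 3 of 21 days at 21 days, Lea2b was called higher when centred on the 18 genes at 21 days, and Lea4 was called higher with the methods' own unadjusted test and with an unadjusted equal-variance test of each gene on log2 values at 7 days. The authors chose the genes, so these counts have no background for comparison. From the higher expression of some of them with NO, together with the lower Tor and Raptor, the paper reasons that NO takes part in preserving seed longevity.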

Alterations in the transcript levels of the genes indicate a putative important role of NO in the regulation of aging processes in seeds, but they cannot be directly related to the activity of the protein. These data point to the requirement for further analysis of the level and activity of individual proteins - the products of the analyzed genes. The regulatory action of NO in seed aging may be linked to its reactivity with RNA (nitration and oxidation). Recently, we have demonstrated that NO fumigation of apple embryos isolated from seeds subjected to accelerated aging has modified RNA nitration and oxidation level (Ciacka et al., 2022), although we have no data on which specific transcripts have been modified. It cannot be ruled out that the downregulation of some of the genes analyzed in this experiment was due to such NO-direct regulation. 

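By limma's interaction contrast, the NO effect differed between 14 and 7 days for 11 of the 18 genes, of which 5 had a higher and 6 a lower effect at 14 days. Between 21 and 14 days it differed for 9 genes, 4 with a higher and 5 with a lower effect at 21 days, and between 21 and 7 days for 3 genes. The last count ran from 2 to 6 when single samples were left out. With other normalizers the numbers with a higher and a lower effect were 5 and 6 with levels re-derived from the cycles with Sar1 and Pdi, 3 and 7 with Sar1 alone, 7 and 3 with Pdi alone, 5 and 7 without a reference gene and 5 and 7 when centred on the 18 genes for 14 against 7 days, 3 and 6 with levels re-derived from the cycles with Sar1 and Pdi, 5 and 5 with Sar1 alone, 2 and 7 with Pdi alone, 4 and 6 without a reference gene and 8 and 5 when centred on the 18 genes for 21 against 14 days, and 1 and 4 with levels re-derived from the cycles with Sar1 and Pdi, 0 and 3 with Sar1 alone, 1 and 4 with Pdi alone, 1 and 9 without a reference gene and 6 and 2 when centred on the 18 genes for 21 against 7 days, where Hsp70b re-derived with Sar1 and Pdi had a difference of -3.36 (adjusted p = 1.7e-15). Hsp70c was called in all 3 contrasts, and its effect was higher at 14 than at 7 days by 2.67 (standard error 0.19, adjusted p = 1.8e-11) on the log2 scale.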

The differences in transcript levels after NO application in the embryos after 14 vs. 21 days of aging and 14 vs. 7 days of aging may be related to the variant use of stored mRNA (degradation vs. metabolic use), as well as dissimilar rate of newly synthesized mRNA. We propose that NO application may stimulate the use of stored mRNA, lower the oxidation level of RNA, and stimulate synthesis *de novo* of mRNA (Figure 8).

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207591, GSE207591.

## Author contributions

KC: conceptualization, methodology, investigation, data curation, writing – original draft preparation, and writing – review and editing. UK: conceptualization, writing – review and editing, and funding. MT: investigation and writing—editing. AW: investigation. AG: writing – review and editing. All authors have read and approved the final version of the manuscript.

## Footnotes

1
https://www.rosaceae.org/

# Supplementary material for: Nitric oxide–an antidote to seed aging modifies meta-tyrosine content and expression of aging-linked genes in apple embryos
**Source:** Front Plant Sci. 2022 Aug 30;13:929245. doi: 10.3389/fpls.2022.929245
**Supplement:** Supplementary file 1

Supplementary Table 1. List of primers. The name of the corresponding protein in Arabidopsis and its reference no. in the Uniprot database were marked using Asterisk (*)

| **Gene symbol** | **Primer sequence 5’-3’** | **Encoded protein** | **Gene ID (GDR, NCBI)** |
| --- | --- | --- | --- |
| ***Tor*** | F:ATCTGGTGGAGCAGCTTTGC  R:TCGTTATACCGTTCTGCATCAC | Target of rapamycin/ *Serine/threonine-protein kinase TOR  Q9FR53 | MD10G1112000  MDP0000177219  MDP0000258439 |
| ***Raptor*** | F:TGAATGCTGTTGTGGATTGG  R:GCTACAATCTGATGAAGAAGG | TOR binding protein/ *Regulatory-associated protein of TOR 1  Q93YQ1 | MDP0000061332  MDP0000061330  MDP0000209431 |
| ***Saur*** | F:CATGTCAAGGCTGCTCACCTGG  R:CCAACCGCTTGTAACCCGAC | Small auxin up-regulated RNA/ *Auxin-responsive protein SAUR36  O22150 | MDP0000807487 |
| ***Pimt*** | F:GATGGTGGATCATTTGAAGAG  R:CTATCAATAGTCTCCATCACTTCAG | Protein l-isoaspartyl methyltransferase/ *Protein-L-isoaspartate O-methyltransferase 1  Q42539 | MDP0000314934  MDP0000299692 |
| ***Lea1*** | F:CACCAGATGTCCGCACTTC  R:ACCCGTGTTGGTCCCAATA | Late-embryogenesis abundant protein/ *Late embryogenesis abundant protein 46  Q9FG31 | MDP0000850643  MDP0000187047 |
| ***Lea2a*** | F:TCCACTACTCCTCCACC  R:ATATCCACAGCGGCGTC | Late-embryogenesis abundant protein/ *WHy domain-containing protein  A0A384KR80 | MDP0000808291  MDP0000385140 |
| ***Lea2b*** | F:GGATCAAGTACGGCGAGTCCAG  R:ACGACTTGGCGGACAGTGT | Late-embryogenesis abundant protein/ *LEA_2 domain-containing protein  A0A178VWF6 | MDP0000281672  MDP0000552607  MDP0000282151 |
| ***Lea4*** | F:GTCGATGATGAAGGCAGTGAC  R:GCCCTTCTCTTGAACCTGACT | Late-embryogenesis abundant protein/ *Late embryogenesis abundant protein ECP63  Q9SKP0 | MDP0000183836  MDP0000183375  MDP0000305723 |
| ***ClpB1*** | F:GAGACGGTTGGACCAGAACA  R:CCACTACTCTCTTATGCAACCT | Caseinolytic peptidase B protein homolog/ *Chaperone protein ClpB1  P42730 | MDP0000755970  MDP0000217508  MDP0000303015  MDP0000637620 |
| ***ClpB4*** | F:GCAGTTCTCTCAGACAGATACATTAC  R:TCGGTCTACCTCATCCAACT | Caseinolytic peptidase B protein homolog/ *Chaperone protein ClpB4, mitochondrial Q8VYJ7 | MDP0000242288  MDP0000304292  MDP0000304623 |
| ***Hsp90*** | F:TTCCAGGCCGAGATCAAC  R:GAAAGATCTCCTTGTTGCTGTA | Heat shock proteins 90 kDa/ *Heat shock protein 90-1  P27323 | MDP0000254260  MDP0000303430 |
| ***Hsp70a*** | F:TTGTCGGGTCAGGGTCTAG  R:AGCATTGCACATTGAAGAGCG | Heat shock protein 70 kDa/ *Heat shock 70 kDa protein 16  Q9SAB1 | MDP0000682297  MDP0000295388  MDP0000277804  MDP0000279175  MDP0000779762 |
| ***Hsp70b*** | F:ATCACCAACGACAAGGGCA  R:CTTTGCCTCCACCTTCTTCT | Heat shock protein 70 kDa/ *Heat shock 70 kDa protein 1  P22953 | MDP0000322220 |
| ***Hsp70c*** | F:CAATGATGCTCAGAGACAGG  R:ACCACCAAGATCAAATACAGC | Heat shock protein 70 kDa/ *Heat shock 70 kDa protein 10, mitochondrial  Q9LDZ0 | MDP0000416692 |
| ***Cpn60a*** | F:ACATCTGAAGAAATAGCTCAGG  R:CATTCCTTCAACGACCTCCAA | Chaperonin 60 kDa/ *Chaperonin CPN60, mitochondrial  P29197 | MDP0000859313  MDP0000235765 |
| ***Cpn60b*** | F:GCAGAGCATTGATGATAAGCAC  R:GTGTTCCCATCAGCAACAGTA | Chaperonin 60 kDa/ *Chaperonin CPN60-like 2, mitochondrial  Q93ZM7 | MDP0000185591 |
| ***Hsp20a*** | F:GAGAGGAAGAGGGAGCAGGA  R:AGCCGAAACCTCCTCGTGAAC | Heat shock protein 20 kDa/ *17.6 kDa class I heat shock protein 3  P13853 | MDP0000412799 |
| ***Hsp20b*** | F:TCCAGGTGGAGGACGACAA  R:CACAAACTTCCTCATGAACTTGC | Heat shock protein 20 kDa/ *17.6 kDa class II heat shock protein  P29830 | MDP0000294594  MDP0000700383  MDP0000418416 |
| ***Sar1*** | F: TTGATTTGGGCGGGCATCAGATTG  R: TCATCAGAGAGGAGAGCATCCAGC | Small GTP-binding protein | MD04G1194800 |
| ***Pdi*** | F: TGCTGTACACAGCCAACGAT  R: CATCTTTAGCGGCGTTATCCTTG | Protein disulfide isomerase | XM_008344461.2 |

# Supplementary material for: Nitric oxide–an antidote to seed aging modifies meta-tyrosine content and expression of aging-linked genes in apple embryos
**Source:** Front Plant Sci. 2022 Aug 30;13:929245. doi: 10.3389/fpls.2022.929245
**Supplement:** Supplementary file 2

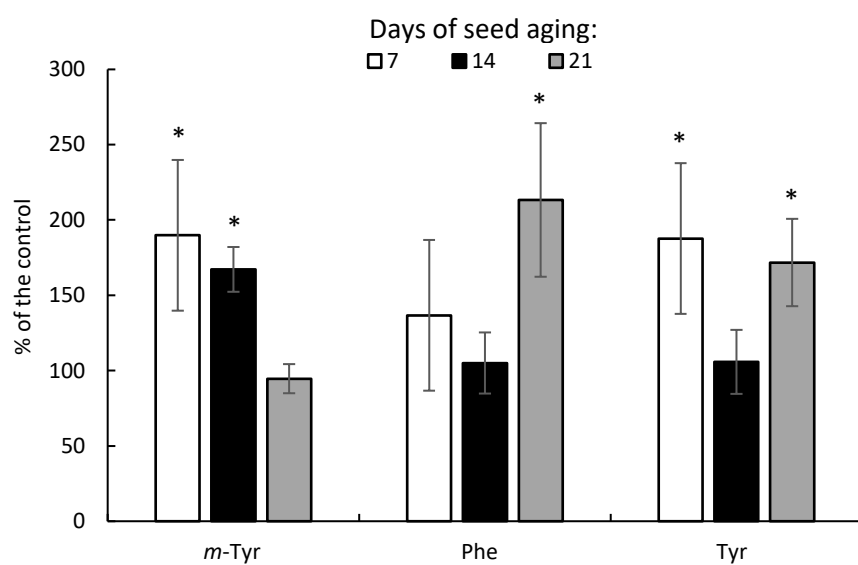

Supplementary Figure 1. Changes in the content of *m*-Tyr, Phe and Tyr in the axes of embryos after NO treatment expressed as a percentage of the control (content of the amino acids in the axes of aged seeds). Values are average $\pm$ SD of 3 repetitions. Asterisks indicate significant differences determined by Student's t-test ($P < 0.05$).

# Supplementary material for: Nitric oxide–an antidote to seed aging modifies meta-tyrosine content and expression of aging-linked genes in apple embryos
**Source:** Front Plant Sci. 2022 Aug 30;13:929245. doi: 10.3389/fpls.2022.929245
**Supplement:** Supplementary file 3

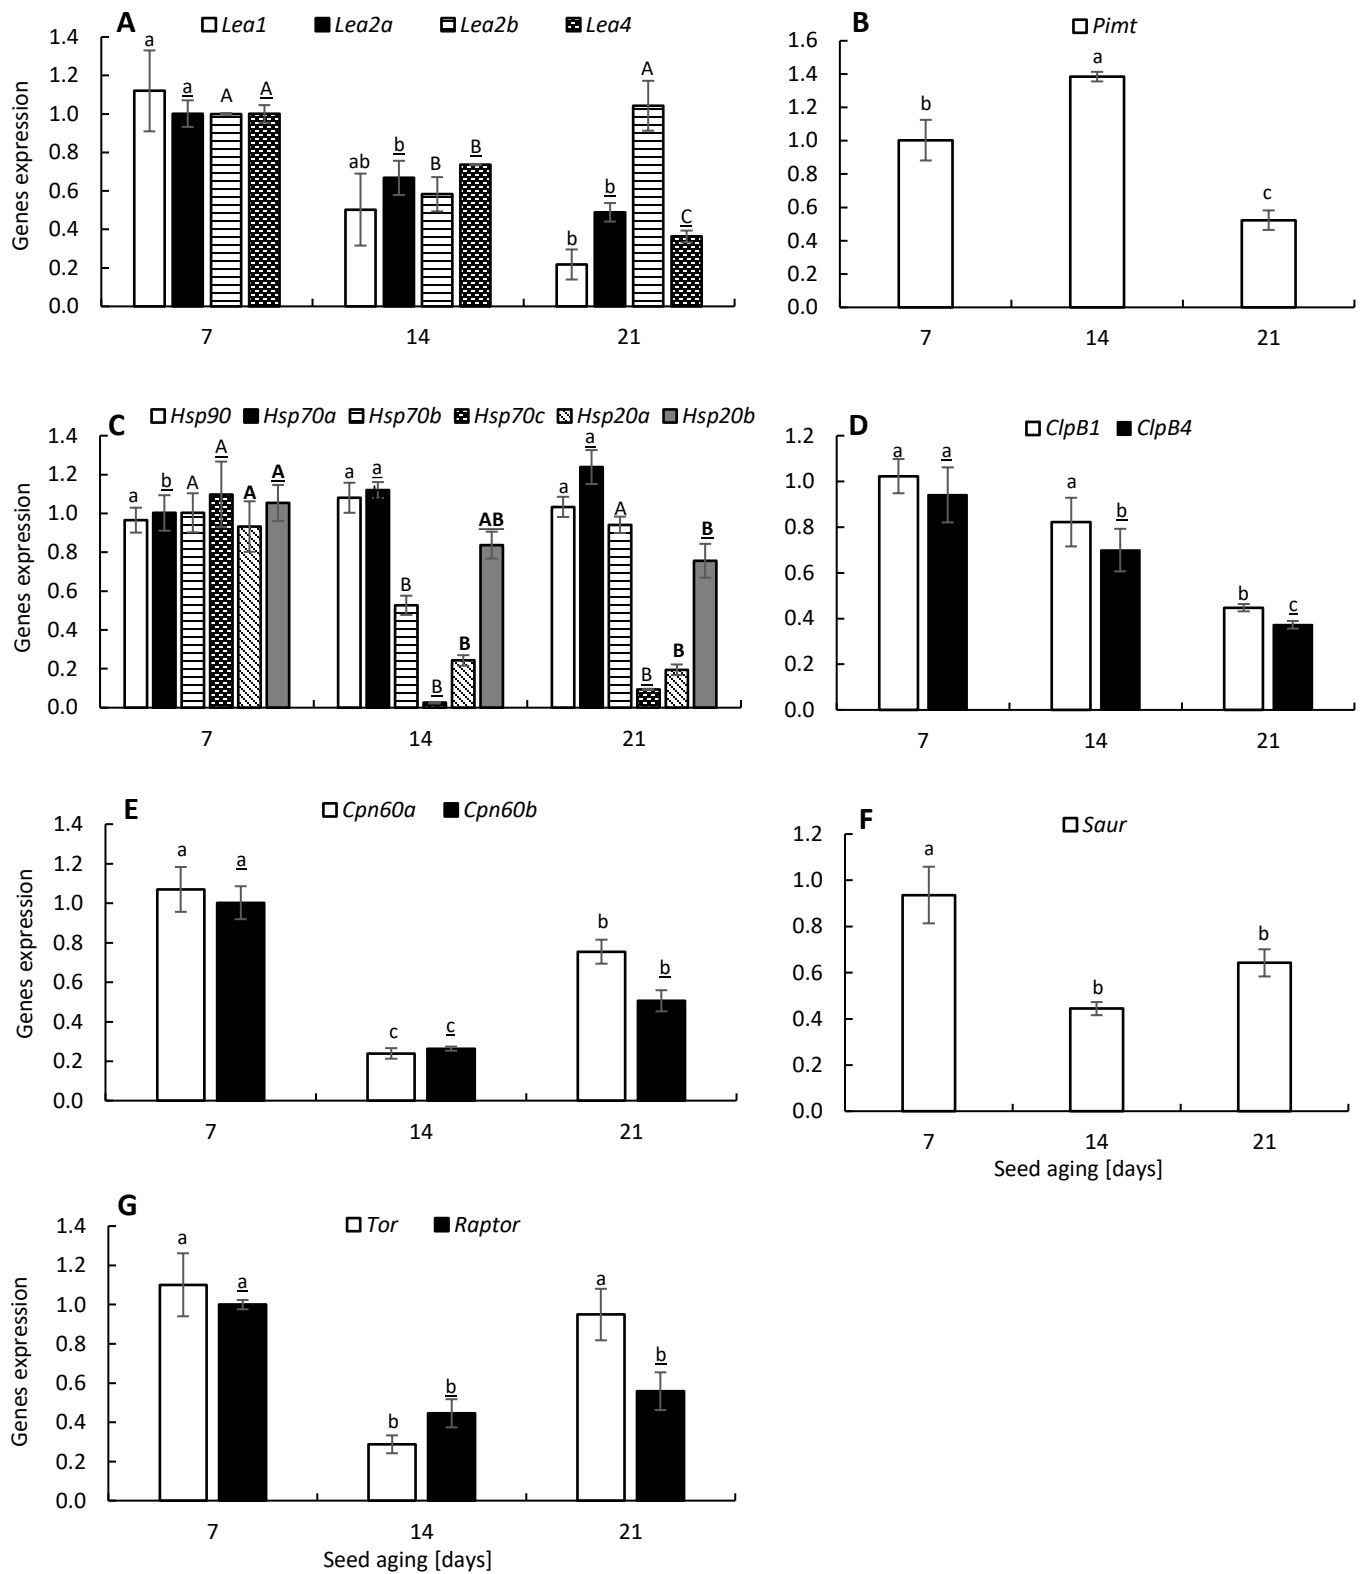

Supplementary Figure 2. Changes in the expression of *Lea1*, *Lea2a*, *Lea2b*, *Lea4* (**A**) *Pimt* (**B**) *Hsp90*, *Hsp70a*, *Hsp70b*, *Hsp70c*, *Hsp20a*, *Hsp20b* (**C**), *ClpB1* and *ClpB4* (**D**), *Cpn60a* and *Cpn60b* (**E**) *Saur* (**F**) *Tor* and *Raptor* (**G**) in the embryonic axes of apple seeds subjected to accelerated aging for 7, 14, and 21 days. Values are average $\pm$ SD of 3 repetitions. After one-way ANOVA, homogenous groups were evaluated using the Tukey's test ($P < 0.05$) and signed as a-c (*Lea1*, *Pimt*, *Hsp90*, *ClpB1*, *Cpn60a*, *Saur*, *Tor*), a-c (*Lea2a*, *Hsp70a*, *ClpB4*, *Cpn60b*, *Raptor*), A-B (*Lea2b*, *Hsp70b*), A-C (*Lea4*, *Hsp70c*), A-B (*Hsp20a*) A-B (*Hsp20b*).

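Over the 3 control groups, 17 of the 18 genes changed with the days of aging by limma's moderated F test at an adjusted p under 0.05. At 14 days 7 genes were higher and 7 lower than at 7 days, and at 21 days 4 were higher and 9 lower. On the deposited scale the numbers were 1 higher and 12 lower at 14 days, and 1 higher and 13 lower at 21 days. The balance depended on the normalizer: the numbers higher and lower were 4 and 7 with Sar1 alone, 8 and 6 with Pdi alone, 1 and 13 without a reference gene and 10 and 5 when centred on the 18 genes at 14 days, and 1 and 11 with Sar1 alone, 7 and 7 with Pdi alone, 1 and 13 without a reference gene and 8 and 5 when centred on the 18 genes at 21 days.

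**Figure D2:**
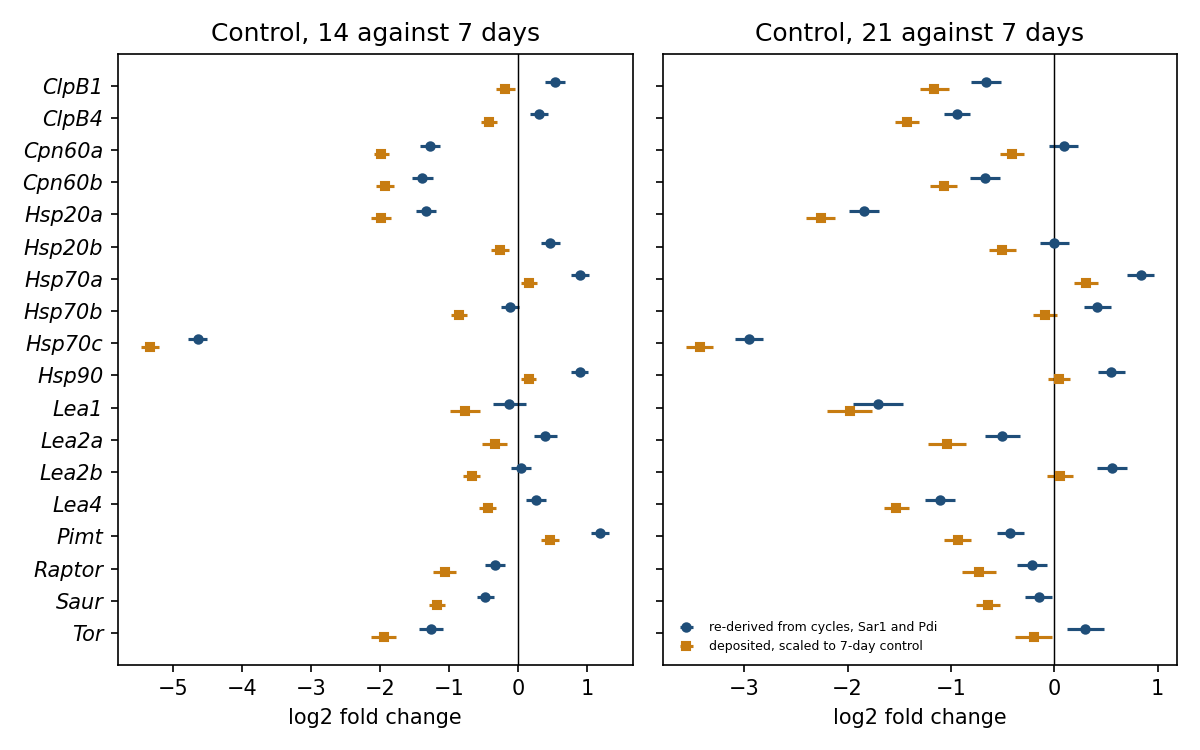
Log2 fold change of the 18 target genes in control axes at 14 and 21 days against 7 days of accelerated aging; circles are levels re-derived from the cycles with Sar1 and Pdi, squares the deposited 7-day-scaled values, and bars the standard error from limma. Hsp70c lies farthest to the left in each panel.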

How the deposited data were processed for this re-analysis (not part of the article)

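Transcript levels were measured by RT-qPCR in apple embryonic axes in 6 groups of 3 biological replicates: control and NO-treated axes of seeds aged for 7, 14 and 21 days. The samples were grouped by the labels of the deposited samples and the group names of the tables, which give a replicate number to each row. The deposited tables hold 18 target genes and the reference genes Sar1 and Pdi.

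The authors deposited quantification cycles without normalization, 1 value per gene and biological replicate; their methods state 3 technical repetitions. The authors also deposited normalized relative expression as a ratio, set to about 1 in the control of the same day, a further ratio for control axes set to about 1 at 7 days, and fold changes per replicate number. Amplification efficiencies and the software of the normalization are not given in the sources used here. Gene names are those of the tables, and no genome coordinates are given because no build is named in them. A table of RefSeq genes was searched for the identifiers that the paper gives and matched that of Pdi alone, and it was not used further.

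Differences between NO-treated and control axes, and the differences of that effect between days, were tested on log2 of the deposited relative expression with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes on group means over all 18 samples). P-values were adjusted by the Benjamini-Hochberg method over the 18 target genes within each contrast, at a threshold of 0.05. The reference genes were fitted apart, as Sar1, Pdi and their difference, and adjusted over these alone. The difference is computed from the other values, so this fit counts more degrees of freedom than the measured genes hold, and its p-values are approximate. Families of genes were counted without a set test, over the 18 genes and adjusted over the list alone. All 18 target genes are named, because the paper names each, and its figures had been seen when this was set.

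Levels across days were re-derived from the cycles as the mean cycle of Sar1 and Pdi minus the target cycle, with an efficiency of 2. The design set before the data were examined asks for this if the normalized table sets each day's control to 1, which its group columns do. The table also holds control values scaled to 7 days, so the design can be read in 2 ways. An earlier working choice took those scaled values. The re-derived levels were taken instead after both fits had been run, because only they carry a reference-gene correction between days, and the other fit is given as an alternative chosen after seeing the data. For the 9 genes whose relative expression does not follow the cycles of Sar1 and Pdi, this correction may not match their measurements. The SD of their 7-day controls was higher when re-derived, from 0.162 against 0.161 for Tor to 0.173 against 0.0047 for Lea2b. At 14 days it was lower for Raptor and Tor and higher for the others. At 21 days it was lower for Lea1, Lea2a (0.00591 against 0.0474), Lea2b, Lea4 and Cpn60a. For Tor (0.185 against 0.131), Raptor, Hsp90 and Cpn60b it was higher at 21 days. The means of the 2 scales also differ at these days, so the SDs do not settle which scale is better. Both are printed at the claims on aging.

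With 3 samples against 3, the smallest p of an exact permutation test is 0.1. The alternatives were the linear scale, the samples of the compared groups only, a replicate block, no moderation and robust moderation, each sample left out in turn, the methods' own tests, unadjusted p-values, other reference genes or none, centring on the 18 genes, an efficiency of 1.9, and a limit of 35 on the mean cycle, which 0 genes exceeded. An efficiency shared by all genes rescales every re-derived log2 value alike and cannot change a call among the re-derived levels. The model was tested on simulated data of 18 genes with the residual spread of the fit over all 18 samples and changes added to the NO samples of 14 days. It called 88.8% of genes with a log2 change of 0.5, 99.8% of those with a change of 1 and 4.1% of unchanged genes. Genes were drawn as independent and most were given a change, while real values share their normalizer, so these rates do not describe the real comparison. Same-numbered control and NO-treated samples were checked for shared deviations from their group means, and the numbers were not treated as pairs. The contents of m-Tyr, Phe and Tyr were not analysed here.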

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

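The tests of the normalization patterns below were chosen only after the values had been seen, as were the splits with the shared NO effect taken out, while the other splits of the samples were set before their results were seen. These genes drew attention because the NO effect itself differed between aging times in limma's interaction contrast. Between 14 and 7 days the log2 difference of the NO effect was -0.52 for ClpB1 (adjusted p = 0.0222), -0.59 for ClpB4 (adjusted p = 0.00542), 0.45 for Cpn60a (adjusted p = 0.0201), 0.51 for Cpn60b (adjusted p = 0.0201), 1.51 for Hsp20a (adjusted p = 9.2e-07), 2.67 for Hsp70c (adjusted p = 1.8e-11), -0.84 for Lea2a (adjusted p = 0.00832), -0.58 for Lea4 (adjusted p = 0.00734), -2.91 for Pimt (adjusted p = 3.5e-12), 1.28 for Raptor (adjusted p = 8.0e-05), -0.79 for Saur (adjusted p = 3.8e-04). Between 21 and 14 days the log2 difference of the NO effect was 0.42 for ClpB4 (adjusted p = 0.0389), -0.45 for Cpn60a (adjusted p = 0.0232), -1.78 for Hsp20a (adjusted p = 6.4e-08), -0.91 for Hsp70a (adjusted p = 4.9e-05), -4.64 for Hsp70c (adjusted p = 5.3e-16), 0.89 for Lea2a (adjusted p = 0.00591), 2.33 for Pimt (adjusted p = 1.3e-10), -1.74 for Raptor (adjusted p = 9.4e-07), 1.23 for Saur (adjusted p = 9.4e-07). Between 21 and 7 days the log2 difference of the NO effect was -0.66 for Hsp70a (adjusted p = 0.00558), -1.97 for Hsp70c (adjusted p = 1.1e-08), -0.57 for Pimt (adjusted p = 0.0259). For ClpB1 between 14 and 7 days the call was lost without control replicate 1 of 7 days (adjusted p = 0.0515), NO replicate 1 of 7 days (adjusted p = 0.0748), control replicate 2 of 14 days (adjusted p = 0.0728) or NO replicate 3 of 14 days (adjusted p = 0.0999). For Cpn60a between 14 and 7 days the call was lost without control replicate 1 of 7 days (adjusted p = 0.0515) or control replicate 2 of 14 days (adjusted p = 0.0588). For Cpn60b between 14 and 7 days the call was lost without control replicate 1 of 7 days (adjusted p = 0.0515), NO replicate 1 of 7 days (adjusted p = 0.0716) or NO replicate 1 of 14 days (adjusted p = 0.0676). For ClpB4 between 21 and 14 days the call was lost without NO replicate 1 of 14 days (adjusted p = 0.0692), control replicate 1 of 21 days (adjusted p = 0.0506), NO replicate 2 of 14 days (adjusted p = 0.0593), control replicate 2 of 21 days (adjusted p = 0.0936), NO replicate 2 of 21 days (adjusted p = 0.123), control replicate 3 of 14 days (adjusted p = 0.138), NO replicate 3 of 14 days (adjusted p = 0.0548) or control replicate 3 of 21 days (adjusted p = 0.0599). For Cpn60a between 21 and 14 days the call was lost without control replicate 1 of 21 days (adjusted p = 0.0663), control replicate 2 of 14 days (adjusted p = 0.058), control replicate 3 of 14 days (adjusted p = 0.0539) or NO replicate 3 of 21 days (adjusted p = 0.0635). For Pimt between 21 and 7 days the call was lost without NO replicate 1 of 21 days (adjusted p = 0.0781), control replicate 2 of 7 days (adjusted p = 0.0555), NO replicate 2 of 7 days (adjusted p = 0.0569) or control replicate 3 of 7 days (adjusted p = 0.0507). Under the other alternatives, ClpB1 between 14 and 7 days lost its call with Pdi alone, ClpB4 between 14 and 7 days lost its call with Pdi alone, Cpn60a between 14 and 7 days lost its call with Sar1 alone, Cpn60b between 14 and 7 days lost its call with Sar1 alone, Lea2a between 14 and 7 days lost its call with Pdi alone, Lea4 between 14 and 7 days lost its call with levels re-derived from the cycles with Sar1 and Pdi and with Pdi alone, ClpB4 between 21 and 14 days lost its call with levels re-derived from the cycles with Sar1 and Pdi and with Pdi alone, Cpn60a between 21 and 14 days lost its call with Sar1 alone and when centred on the 18 genes, Lea2a between 21 and 14 days lost its call with Pdi alone, Hsp70a between 21 and 7 days lost its call when centred on the 18 genes, Pimt between 21 and 7 days lost its call with Sar1 alone and when centred on the 18 genes.

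Other splits of the samples within each day, 100 in all with the real one, gave as many called genes in 1 split for 14 against 7 days (real count 11, highest other 7), in 2 for 21 against 14 days (real count 9, highest other 9) and in 11 for 21 against 7 days (real count 3, highest other 7). These splits decide nothing about a difference between days, so the share of 0.05 set for them was the wrong bound: they exchange NO and control samples, so that a NO effect present on both days enters the contrast in some of them, and 11, 12 and 10 genes had a called NO effect on at least 1 of the 2 days. With the mean NO effect of the 2 days taken out of the NO samples first, which makes the test approximate, 100 of the 200 possible splits were drawn with the real one. For a NO effect shared by both days, 1 split called as many genes for 14 against 7 days (real count 11, highest other 6). The number was also 1 for 21 against 14 days (real count 9, highest other 7) and for 21 against 7 days (real count 3, highest other 2). A NO effect shared by both days is thus not enough for the first 2 of these counts, at a share of 0.05 in this test. The test was chosen after the values were seen, and the first splits leave chance undecided. For 21 against 7 days no verdict is drawn: when all 200 splits were run once, outside the tables, others that the draw missed called as many genes as the real one or more, at a share still under 0.05. For the change over the 3 control groups, 1 of 100 splits did (real count 17, highest other 14), and chance can be excluded for it. With 3 samples against 3 there are 10 splits, 1 of which is the real one, and these are too few for a share under 0.05. The real count and the highest other were 6 genes against 0 for NO against control, 7 days of aging, 8 genes against 0 for NO against control, 14 days of aging, 8 genes against 0 for NO against control, 21 days of aging, 14 genes against 0 for control 14 days against control 7 days, 13 genes against 0 for control 21 days against control 7 days, 16 genes against 0 for control 21 days against control 14 days, 12 genes against 0 for NO 14 days against NO 7 days, 14 genes against 0 for NO 21 days against NO 7 days.

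The change with aging in control axes is lower in the deposited values scaled to 7 days than after reference-gene normalization. These values lie within a median of 0.0136 (log2) of the change in target cycles alone, which is consistent with a scaling between days that carries no reference-gene correction. Sar1 itself changed by -0.60 (log2, adjusted p = 3.9e-05 from limma), Pdi by -0.86 (adjusted p = 3.5e-08) and the 18 target genes by a median of -0.77 from 7 to 14 days, and from 7 to 21 days Sar1 had a log2 change of -0.18 (adjusted p = 0.154), Pdi by -0.83 (adjusted p = 7.2e-08) and the target genes by a median of -0.83. A uniform loss of amplifiable cDNA would move Sar1 and Pdi alike, and as the whole change of both it is excluded at 21 days, where Sar1 minus Pdi moved by 0.65 (adjusted p = 1.2e-05, called with each sample left out), but not at 14 days, where it moved by 0.26 (adjusted p = 0.0436, lost without each of 8 of the 18 samples, with adjusted p-values up to 0.163). These p-values come from the fit of the reference genes alone and are approximate. Less amplifiable cDNA as part of the change and a real change of the reference transcripts cannot be told apart, because the tables hold no measure of the cDNA that is independent of these genes, and aging itself stays an open, untested explanation.

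The NO effect of 9 genes differs between the deposited relative expression and the values re-derived from the cycles. Within a sample the difference had an SD of 0.0208 (log2) between the 9 genes, and between samples its mean had an SD of 0.206, which is consistent with 1 further normalizer shared by these genes. The deposited cycles of Sar1 alone or of Pdi alone are excluded as that normalizer, since the closer of the 2 left a root mean square difference of 0.221. Other readings of Sar1 or Pdi are not covered by this test. Which measurement the shared normalizer came from stays open, and no biological explanation was tested.

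Hsp70b at 21 days falls with NO in the cycles and not in the deposited relative expression. The 2 estimates lie 2.53 (log2) apart, against at most 0.303 in the other 17 genes, so a difference of normalizer of the size seen in the other genes is excluded. Its relative expression does not hold another target gene's values either, since the closest lay 0.155 (root mean square, log2) away. In the control samples of 7 days the relative expression of Hsp70b was 0.939, 1.11 and 0.958, against 1.12, 0.921 and 0.973 in the 7-day-scaled values. The other 17 genes hold equal values in both. Its 7-day-scaled log2 change from 7 to 14 days was -0.85, as in its cycles without a reference gene. The relative expression of Hsp70b thus conflicts with its own cycles, and a missing NO call on it is no evidence against an effect. What the relative expression of Hsp70b was computed from stays open, and no biological explanation was tested.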

How the results depend on the processing

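The fit to the deposited values scaled to 7 days was chosen after seeing the data, and all other alternatives were planned. Apart from the counts given below, the numbers of called genes under these alternatives were within 1.5 times the reported number. For NO against control, 7 days of aging, where 6 genes (3 higher, 3 lower) were called, the count was 10 genes (4 higher, 6 lower) with Pdi alone, 10 genes (7 higher, 3 lower) without a reference gene and 11 genes (7 higher, 4 lower) when centred on the 18 genes. For NO against control, 21 days of aging, 15 genes (10 higher, 5 lower) were called when centred, against 8 genes (3 higher, 5 lower). For the difference of the NO effect, 21 days against 7 days, where 3 genes (0 higher, 3 lower) were called, the count was 5 genes (1 higher, 4 lower) on linear values, 6 genes (2 higher, 4 lower) with the replicate block, 6 genes (2 higher, 4 lower) at an unadjusted p, 5 genes (1 higher, 4 lower) with levels re-derived with Sar1 and Pdi, 5 genes (1 higher, 4 lower) with Pdi alone, 10 genes (1 higher, 9 lower) without a reference gene and 8 genes (6 higher, 2 lower) when centred. Centring sets the mean change of the 18 genes to 0. For NO against control at 21 days, the re-derived log2 changes of Hsp70b (-2.52), Raptor (-2.12), Tor (-1.79) and Hsp70c (-1.28) pull that mean down. Centring therefore raises all 18 genes there by 1 amount over the re-derived values. Calls of higher genes that were reached only when centred at 21 days follow from this arithmetic and are no evidence of a rise. ClpB4, Hsp90 and Saur were also called higher on relative expression without centring (log2 fold changes 0.37, 0.30 and 0.59). The cause was not tested for the other counts. An efficiency of 1.9 was applied to the re-derived levels, so for the NO comparisons it also replaces the deposited values; it only rescales those levels and makes the calls of Sar1 and Pdi (5 for the same difference, and -2.33 for Hsp70b with NO at 21 days). Centring moved the median of the 18 genes on the log2 scale by 0.24 for NO 14 days against NO 7 days, 0.84 for NO 21 days against NO 7 days, 0.33 for NO against control, 21 days of aging, 0.33 for control 14 days against control 7 days, 0.14 for control 21 days against control 14 days, 0.47 for control 21 days against control 7 days, 0.34 for difference of the NO effect, 21 days against 14 days and 0.40 for difference of the NO effect, 21 days against 7 days, and by under 0.1 in the other contrasts. With each sample left out in turn the counts were 11 to 12 for NO 14 days against NO 7 days, 11 to 14 for NO 21 days against NO 7 days, 6 to 9 for NO against control, 14 days of aging, 6 to 10 for NO against control, 21 days of aging, 5 to 6 for NO against control, 7 days of aging, 17 to 18 for change across 7, 14 and 21 days in control axes, 11 to 14 for control 14 days against control 7 days, 14 to 16 for control 21 days against control 14 days, 13 to 14 for control 21 days against control 7 days, 8 to 11 for difference of the NO effect, 14 days against 7 days, 7 to 9 for difference of the NO effect, 21 days against 14 days, 2 to 6 for difference of the NO effect, 21 days against 7 days. Directions that turned are given where the reported value or the alternative passed the threshold. Centred on the 18 genes, the log2 change turned to 0.46 for ClpB1, 0.026 for Hsp20a, 0.52 for Hsp20b, -1.98 for Hsp70b, 0.26 for Lea2b, 0.43 for Pimt (NO against control, 21 days of aging), 0.44 for Cpn60a (difference of the NO effect, 21 days against 7 days), 0.21 for Hsp70b, 0.0036 for Raptor (control 14 days against control 7 days), 0.044 for Pimt, 0.32 for Saur (control 21 days against control 7 days), 0.75 for Cpn60b, 0.73 for Hsp20b, 0.46 for Lea2a, 0.23 for Raptor (NO 21 days against NO 7 days). In the deposited values scaled to 7 days, chosen after seeing the data, the log2 change turned to -0.19 for ClpB1, -0.42 for ClpB4, -0.26 for Hsp20b, -0.34 for Lea2a, -0.67 for Lea2b, -0.44 for Lea4 (control 14 days against control 7 days), -0.41 for Cpn60a, -0.50 for Hsp20b, -0.089 for Hsp70b (control 21 days against control 7 days). Without a reference gene, the log2 change turned to -2.51 for Hsp70b (NO against control, 21 days of aging), -0.19 for ClpB1, -0.42 for ClpB4, -0.26 for Hsp20b, -0.33 for Lea2a, -0.69 for Lea2b, -0.47 for Lea4 (control 14 days against control 7 days), -0.41 for Cpn60a, -0.50 for Hsp20b, -0.088 for Hsp70b (control 21 days against control 7 days), -0.80 for ClpB1, -0.57 for Hsp20a, -0.31 for Hsp20b, -0.70 for Lea2b (NO 14 days against NO 7 days), -0.53 for Cpn60a, -0.57 for Hsp70a, -0.20 for Lea2b, -0.39 for Saur, -0.13 for Tor (NO 21 days against NO 7 days). With Pdi alone, the log2 change turned to -0.33 for Hsp90 (NO against control, 7 days of aging), -2.63 for Hsp70b, -0.029 for Hsp90 (NO against control, 21 days of aging), 0.087 for ClpB4 (NO 14 days against NO 7 days). With Sar1 alone, the log2 change turned to -2.41 for Hsp70b (NO against control, 21 days of aging), -0.035 for Saur (NO 21 days against NO 7 days). With Sar1 and Pdi, the log2 change turned to -2.52 for Hsp70b (NO against control, 21 days of aging). A further 154 sign changes over all alternatives were of values that passed it in neither, 11 of them with Sar1 and Pdi, where the NO effect turned for Cpn60a at 7 days, Hsp90 at 7 days, Lea2b at 7 days, Lea4 at 7 days, Hsp70b at 14 days, Cpn60a at 21 days and Cpn60b at 21 days. The replicate numbers did not pair the samples: of 9 same-numbered pairs, 4 had a correlation of their deviations, taken across genes, above 0.1 (range -0.33 to 0.49), and 2 NO-treated samples correlated best with their own number. With the replicate block the counts for NO against control were 6 at 7 days, 8 at 14 days and 9 at 21 days. The limit on the mean cycle removed no gene and so tests nothing. The tables give no depth; the number of replicates limits the precision.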

Differences from the paper's values

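In Figs. 2-6 the axis was read as the fold change minus 1, and the values here are given on that scale; the paper's values were read by eye. An alternative said to come within a value lay within a margin around that reading. The margin is not stated here, so this does not mean an equal value. For Lea1 at 14 days the paper's value is about 0.14 in Fig. 2, read by eye, and the value here is -0.090, where of the alternatives set before the data were examined leaving out control replicate 1 of 14 days came within it and normalization to Sar1 and Pdi, normalization to Sar1 alone, normalization to Pdi alone, no reference gene, centring on the 18 genes and an efficiency of 1.9 did not. For Lea2b at 14 days the paper's value is about 0.12 in Fig. 2, read by eye, and the value here is -0.0269, where of the alternatives set before the data were examined normalization to Pdi alone, leaving out NO replicate 2 of 14 days and leaving out control replicate 3 of 14 days came within it and normalization to Sar1 and Pdi, normalization to Sar1 alone, no reference gene, centring on the 18 genes and an efficiency of 1.9 did not. For ClpB4 at 14 days the paper's value is about 0.04 in Fig. 3A, read by eye, and the value here is -0.0393, where of the alternatives set before the data were examined normalization to Pdi alone, no reference gene, centring on the 18 genes and leaving out control replicate 3 of 14 days came within it and normalization to Sar1 and Pdi, normalization to Sar1 alone and an efficiency of 1.9 did not. For Hsp70b at 7 days the paper's value is about 0.8 in Fig. 3B, read by eye, and the value here is 0.135, where of the alternatives set before the data were examined normalization to Sar1 and Pdi and an efficiency of 1.9 came within it and normalization to Sar1 alone, normalization to Pdi alone, no reference gene and centring on the 18 genes did not. For Hsp70b at 21 days the paper's value is about -0.83 in Fig. 3B, read by eye, and the value here is 0.0111, where of the alternatives set before the data were examined normalization to Sar1 and Pdi, normalization to Sar1 alone, normalization to Pdi alone, no reference gene and an efficiency of 1.9 came within it and centring on the 18 genes did not. For Hsp20a at 21 days the paper's value is about -0.14 in Fig. 3B, read by eye, and the value here is -0.285, where of the alternatives set before the data were examined normalization to Sar1 alone, leaving out NO replicate 1 of 21 days and leaving out control replicate 1 of 21 days came within it and normalization to Sar1 and Pdi, normalization to Pdi alone, no reference gene, centring on the 18 genes and an efficiency of 1.9 did not. For Cpn60a at 14 days the paper's value is about 0.67 in Fig. 3D, read by eye, and the value here is 0.565, where of the alternatives set before the data were examined normalization to Pdi alone, no reference gene, centring on the 18 genes, leaving out NO replicate 3 of 14 days and leaving out control replicate 1 of 14 days came within it and normalization to Sar1 and Pdi, normalization to Sar1 alone and an efficiency of 1.9 did not. For Pimt at 21 days the paper's value is about 0.03 in Fig. 4, read by eye, and the value here is -0.060, where of the alternatives set before the data were examined normalization to Sar1 alone and leaving out NO replicate 1 of 21 days came within it and normalization to Sar1 and Pdi, normalization to Pdi alone, no reference gene, centring on the 18 genes and an efficiency of 1.9 did not. For Tor at 21 days the paper's value is about -0.84 in Fig. 5, read by eye, and the value here is -0.653, where of the alternatives set before the data were examined normalization to Sar1 and Pdi, normalization to Sar1 alone, normalization to Pdi alone, no reference gene and leaving out control replicate 2 of 21 days came within the margin and centring on the 18 genes and an efficiency of 1.9 did not. With Sar1 and Pdi the level of Tor was 0.289 times the control, still a smaller fall than the paper's.

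For control axes, levels relative to 7 days were read by eye from Supplementary Fig. 2. An alternative said to come within the paper's value lay within a margin around that reading. The margin is not stated here, so this means neither equal size nor the same direction. The paper's level of Lea1 at 14 days is about 0.5 in Supplementary Fig. 2, read by eye, against 0.883 here. The paper's level of Lea2a at 14 days is about 0.67 in Supplementary Fig. 2, read by eye, against 1.33 here. The paper's level of Lea2b at 14 days is about 0.58 in Supplementary Fig. 2, read by eye, against 1.02 here. The paper's level of Lea4 at 14 days is about 0.74 in Supplementary Fig. 2, read by eye, against 1.2 here. The paper's level of Pimt at 14 days is about 1.4 in Supplementary Fig. 2, read by eye, against 2.28 here. The paper's level of Hsp90 at 14 days is about 1.1 in Supplementary Fig. 2, read by eye, against 1.85 here. The paper's level of Hsp70a at 14 days is about 1.1 in Supplementary Fig. 2, read by eye, against 1.86 here. The paper's level of Hsp70b at 14 days is about 0.53 in Supplementary Fig. 2, read by eye, against 0.919 here. The paper's level of Hsp20a at 14 days is about 0.24 in Supplementary Fig. 2, read by eye, against 0.397 here. The paper's level of Hsp20b at 14 days is about 0.84 in Supplementary Fig. 2, read by eye, against 1.38 here. The paper's level of ClpB1 at 14 days is about 0.82 in Supplementary Fig. 2, read by eye, against 1.46 here. The paper's level of ClpB4 at 14 days is about 0.7 in Supplementary Fig. 2, read by eye, against 1.23 here. The paper's level of Saur at 14 days is about 0.44 in Supplementary Fig. 2, read by eye, against 0.719 here. The paper's level of Raptor at 14 days is about 0.45 in Supplementary Fig. 2, read by eye, against 0.789 here. The paper's level of Raptor at 21 days is about 0.56 in Supplementary Fig. 2, read by eye, against 0.853 here. The alternative normalization to Sar1 alone came within that margin for Lea1, Lea4, Pimt, Hsp20a, Hsp20b, Saur, Raptor at 21 days. With it Lea4 and Hsp20b still lay above their 7-day level at 14 days, on the other side from the paper. Without a reference gene they changed by -0.47 and -0.26 (log2), less than the -0.60 of Sar1 itself. The alternative no reference gene came within the paper's value for Lea1, Lea2a, Lea2b, Lea4, Pimt, Hsp90, Hsp70a, Hsp70b, Hsp20a, Hsp20b, ClpB1, ClpB4, Saur, Raptor, Raptor at 21 days. The alternative deposited values scaled to 7 days, chosen after seeing the values, came within the paper's value for Lea1, Lea2a, Lea2b, Lea4, Pimt, Hsp90, Hsp70a, Hsp70b, Hsp20a, Hsp20b, ClpB1, ClpB4, Saur, Raptor, Raptor at 21 days. The alternatives normalization to Pdi alone and centring on the 18 genes and an efficiency of 1.9 came within none of them. Leaving out single samples came within the margin for Lea1 (leaving out control replicate 1 of 14 days); Lea1, Lea4, Hsp20a, Raptor at 21 days (leaving out control replicate 2 of 7 days); Lea1 (leaving out control replicate 3 of 7 days); Raptor at 21 days (leaving out control replicate 1 of 21 days); Raptor at 21 days (leaving out control replicate 2 of 21 days). Lea4 without control replicate 2 of 7 days stayed above its 7-day level at 14 days, while the paper's level is below it.

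The paper marks as changed by NO, and limma did not call here, Lea1 at 7 days (adjusted p = 0.167, called with the 2 groups only, normalization to Sar1 and Pdi, normalization to Sar1 alone, normalization to Pdi alone, centring on the 18 genes, an efficiency of 1.9), Lea2a at 21 days (adjusted p = 0.0759, called with the 2 groups only, leaving out control replicate 2 of 14 days, leaving out control replicate 3 of 14 days, leaving out NO replicate 3 of 21 days, the unadjusted p, centring on the 18 genes), Lea4 at 7 days (adjusted p = 0.144, called with the methods' unadjusted t-test, Student's unadjusted t-test on log2), ClpB1 at 14 days (adjusted p = 0.118, called when leaving out NO replicate 1 of 14 days, normalization to Sar1 alone), Hsp90 at 7 days (adjusted p = 0.467, called in the paper's direction under no alternative, and called in the other direction with normalization to Pdi alone), Hsp90 at 14 days (adjusted p = 0.12, called with the methods' unadjusted t-test, Student's unadjusted t-test on log2, no reference gene, centring on the 18 genes), Hsp70a at 14 days (adjusted p = 0.289, called with normalization to Pdi alone, no reference gene), Hsp70b at 7 days (adjusted p = 0.167, called with normalization to Sar1 and Pdi, normalization to Sar1 alone, normalization to Pdi alone, no reference gene, centring on the 18 genes, an efficiency of 1.9), Hsp70b at 21 days (adjusted p = 0.939, called with normalization to Sar1 and Pdi, normalization to Sar1 alone, normalization to Pdi alone, no reference gene, centring on the 18 genes, an efficiency of 1.9), Cpn60a at 21 days (adjusted p = 0.132, called with centring on the 18 genes). For ClpB1 the paper's text makes no such statement, since it names only ClpB4 as changed among the Clp/Hsp100 genes. For Hsp70b the uncalled values are its relative expression, which conflicts with its cycles. Lea2a at 14 days is called lower here (adjusted p = 0.0286) and is not marked in Fig. 2. That call was lost leaving out NO replicate 2 of 14 days (adjusted p = 0.0897), control replicate 3 of 14 days (adjusted p = 0.283) or NO replicate 3 of 14 days (adjusted p = 0.158), and under the other alternatives Lea2a lost its call on linear values, with the samples of the compared groups only, without moderation, with the methods' own test and with an equal-variance test of each gene on log2 values, so the paper's own test on these values does not call it. The paper describes declines of Lea1, Lea2a, Lea4, ClpB1 and ClpB4 with aging; at 21 days all 5 are lower here too, while at 14 days ClpB1, ClpB4 and Lea2a are higher. It describes stable Hsp90 and Hsp70a, which were higher here at 14 and 21 days. Without a reference gene Hsp90 was called at neither time (log2 changes 0.17 and 0.049) and Hsp70a only at 21 days (0.33). The same calls were reached in the deposited values scaled to 7 days. The paper also describes lower Hsp70b and Hsp20b, which were not lower here, and lower Cpn60a at 21 days (log2 change 0.089 here). Further, it describes lower Raptor and Saur at 21 days (log2 changes -0.22 and -0.15 here) and a minimum of Lea2b at 14 days (log2 change 0.039 from 7 days here). It describes Lea2a in NO-treated axes as most abundant after 21 days, while the level re-derived from the cycles was 0.782 there, 0.882 at 14 days and 1.02 at 7 days (7-day control set to 1), with a log2 change of -0.38 from 7 to 21 days (adjusted p = 0.0422) that turned to 0.46 with centring on the 18 genes. Relative to the control of the same day, the log2 fold change of Lea2a was 0.39 at 21 days, 0.34 at 7 days and -0.49 at 14 days. The effects at 21 and 7 days did not pass the threshold. They differed by 0.052 (standard error 0.26, adjusted p = 0.891 from limma's interaction contrast), so no maximum at 21 days over 7 days is shown. The minimum of Tor and of both chaperonin genes at 14 days and the maximum of Pimt at 14 days are found here as well. A decline that the paper describes and limma did not call here was called with no reference gene for Lea1 at 14 days and Lea2a at 14 days and Lea4 at 14 days and Lea2b at 14 days and ClpB4 at 14 days and Hsp70b at 14 days and Hsp20b at 21 days and Cpn60a at 21 days and Raptor at 21 days and Saur at 21 days, with deposited values scaled to 7 days (chosen after seeing the values) for Lea1 at 14 days and Lea4 at 14 days and Lea2b at 14 days and ClpB4 at 14 days and Hsp70b at 14 days and Hsp20b at 21 days and Cpn60a at 21 days and Raptor at 21 days and Saur at 21 days, leaving out control replicate 2 of 7 days for Raptor at 21 days, with normalization to Sar1 alone for Raptor at 21 days and Saur at 21 days. The deposited values scaled to 7 days did not call Lea2a at 14 days, ClpB1 at 14 days, Hsp70b at 21 days, Hsp20b at 14 days.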

Other observations

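The hypothesis on opposed changes below was tested only after the values had been seen. With levels re-derived from the cycles, 12 of the 18 genes differed between NO-treated axes at 14 and 7 days (4 higher, 8 lower) and 14 between 21 and 7 days (4 higher, 10 lower) at an adjusted p under 0.05 from limma. This balance depended on the normalizer: the numbers higher and lower were 3 and 10 with Sar1 alone, 8 and 5 with Pdi alone, 3 and 14 without a reference gene and 8 and 7 when centred on the 18 genes for 14 against 7 days, and 1 and 12 with Sar1 alone, 6 and 8 with Pdi alone, 0 and 15 without a reference gene and 9 and 6 when centred on the 18 genes for 21 against 7 days. Hsp70c had a log2 fold change of -1.94 at 14 days and of -4.93 at 21 days. Raptor rose at 14 days (log2 fold change 1.15, adjusted p = 4.4e-08) and fell at 21 days (log2 fold change -0.61, adjusted p = 4.6e-04). All 4 chaperones with a mitochondrial Arabidopsis match (ClpB4, Hsp70c, Cpn60a and Cpn60b) were lower at 14 than at 7 days in NO-treated axes, also when adjusted over the list alone, while with other normalizers the numbers higher and lower were 0 and 4 with Sar1 alone, 0 and 1 with Pdi alone, 0 and 4 without a reference gene and 0 and 3 when centred on the 18 genes. In control axes Hsp70c (log2 change -4.64), Cpn60a (-1.28) and Cpn60b (-1.39) fell further from 7 to 14 days than with NO (-1.94, -0.62 and -0.61). The fall of these genes is thus not particular to NO-treated axes. ClpB4 was higher in control axes (0.30), and lower on the deposited scale (-0.42). With the replicate block 7 of the 18 genes were called lower in NO-treated axes at 14 against 7 days, against 8 reported. Of these, ClpB4 had the weakest call (adjusted p = 0.0494 from limma). Under the other alternatives, ClpB4 at 14 days lost its call with robust moderation and when centred on the 18 genes and turned its direction with Pdi alone (0.087) on the log2 scale, Cpn60a at 14 days lost its call with Pdi alone and with the methods' test of 2 groups, Cpn60b at 14 days lost its call with Pdi alone and with the methods' test of 2 groups once adjusted, Raptor at 21 days lost its call on linear values and with Pdi alone and turned its direction when centred on the 18 genes (0.23) on the log2 scale. The call for ClpB4 was lost without NO replicate 1 of 7 days (adjusted p = 0.0974), control replicate 1 of 14 days (adjusted p = 0.0569), NO replicate 1 of 14 days (adjusted p = 0.119), control replicate 1 of 21 days (adjusted p = 0.0636), NO replicate 2 of 7 days (adjusted p = 0.143), control replicate 2 of 14 days (adjusted p = 0.0549), NO replicate 2 of 14 days (adjusted p = 0.0892), control replicate 2 of 21 days (adjusted p = 0.0602), control replicate 3 of 7 days (adjusted p = 0.0557), NO replicate 3 of 14 days (adjusted p = 0.0814), control replicate 3 of 21 days (adjusted p = 0.0585) or NO replicate 3 of 21 days (adjusted p = 0.0596).

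Pdi was also higher with NO than in the control at 7 days (log2 change 0.31, adjusted p = 0.0383 from limma, approximate, in the fit of the reference genes alone). In the authors' deposited table of fold changes, the values of Sar1 for control at 14 against 7 days equal those for NO against control at 7 days.

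As a hypothesis, genes that are lower in control axes at 14 than at 7 days may be those that NO raises at 14 days. Across the 18 genes, which are not independent replicates, Spearman's rho between the 2 log2 changes was -0.29, within the range of simulations that share the 14-day controls but hold no NO effect (mean -0.07, 5% quantile -0.46, 10000 simulations), so the ranks do not bear it out. Pearson's r was -0.67 with Hsp70c and -0.24 without it, so that the linear relation rests on this gene. The covariance was -1.1 against -0.0117 in the simulations. The simulated NO changes hold only noise, so their covariance has to be small, and this gap is no evidence of a relation.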
